# Yap1-mediated Flr1 expression reveals crosstalk between oxidative stress signaling and caffeine resistance in *Saccharomyces cerevisiae*

**DOI:** 10.3389/fmicb.2022.1026780

**Published:** 2022-11-23

**Authors:** Ji Eun Choi, Seo-Hee Heo, Woo-Hyun Chung

**Keywords:** oxidative stress response, caffeine resistance, Yap1, Flr1, DNA damage, adaptation, *Saccharomyces cerevisiae*

## Abstract

Caffeine, a methylxanthine derivative, affects various physiological conditions such as cell growth, proliferation, and energy metabolism. A genome-wide screening for genes required for caffeine resistance in *Schizosaccharomyces pombe* revealed several candidates, including Pap1 and downstream target genes involved in caffeine efflux. We found that Yap1, a budding yeast AP-1 homolog required for oxidative stress response, has a caffeine tolerance function. Although the *Yap1* mutant is not sensitive to caffeine, overexpression of Yap1 renders cells resistant to high concentrations of caffeine. Caffeine sensitivity of mutants lacking two multidrug transporters, Pdr5 or Snq2, is completely recovered by Yap1 overexpression. Among Yap1-dependent target genes, *FLR1*, a fluconazole-resistant gene, is necessary but not sufficient for caffeine tolerance. Low concentrations of hydrogen peroxide induce Yap1 activation, which restores cell viability against caffeine toxicity. Intriguingly, oxidative stress-mediated cellular adaptation to caffeine toxicity requires Yap1, but not Flr1. Moreover, caffeine is involved in reduction of intracellular reactive oxygen species (ROS), as well as mutation rate and Rad52 foci formation. Altogether, we identified novel reciprocal crosstalk between ROS signaling and caffeine resistance.

## Introduction

Caffeine is a natural purine analog and one of the most frequently ingested methylxanthine derivatives in beverages and medications. It has a wide variety of biological effects with multiple cellular targets in fungi, plants, and humans. In higher animals, caffeine plays beneficial roles in neuronal stimulation accompanied by antidepressant and diuretic effects (López-Cruz et al., 2018). Caffeine is a relatively non-selective drug that affects multiple cellular processes such as cell growth, proliferation, and energy metabolism by triggering calcium mobilization and inhibiting the target of rapamycin (TOR) signaling as well as the DNA damage repair system (Combettes et al., 1994; Ruta and Farcasanu, 2020).

Several studies have reported that in yeast, caffeine threatens cell wall integrity and causes cytotoxicity by perturbing several steps in DNA damage repair pathways and cell cycle checkpoint signaling (Martin et al., 2000; Moser et al., 2000; Kuranda et al., 2006). Caffeine inhibits the repair of UV-induced pyrimidine dimers by interfering with DNA photolyase and UvrA. It also disrupts the recruitment of Sae2 and Dna2 nucleases required for break end resection, one of the early steps in homologous recombination (HR), and Rad51, a strand exchange protein that detects repair homology, leading to failure in DNA double-strand break (DSB) repair (Selby and Sancar, 1990; Zelensky et al., 2013; Tsabar et al., 2015a, 2015b).

A genome-scale screen for caffeine-sensitive mutants in the fission yeast *Schizosaccharomyces pombe* has revealed that mutants lacking *RAD3*, *RAD51*, *RAD54*, and *SSB3*, which are responsible for HR and damage checkpoint activation, are all highly sensitive to caffeine (Calvo et al., 2009). Caffeine disturbs cell cycle progression and exerts mutagenic effects through the suppression of Tel1 and Mec1, yeast homologs of ataxia-telangiectasia mutated (ATM) and ATM-related (ATR) kinases for checkpoint signaling (Saiardi et al., 2005).

Interestingly in *S. pombe*, caffeine sensitivity and toxicity are also involved in the level of intracellular reactive oxygen species (ROS) and the ensuing activation of the oxidative stress response. Significant caffeine tolerance has been observed in mutants with increased activity of Pap1, an AP-1-like transcription factor in *S. pombe*, that induces the expression of various antioxidant enzymes against oxidative stress (Benko et al., 2004). Cells lacking Pap1 display a highly sensitive phenotype to caffeine, and in this case, caffeine resistance is largely due to Hba2, a Pap1-mediated drug efflux pump (Calvo et al., 2009). The lack of Trr1, a thioredoxin reductase, causes an elevation of intracellular ROS leading to constitutive activation of Pap1 and caffeine tolerance (Vivancos et al., 2004; Calvo et al., 2009). These observations indicate that cellular responses to caffeine might be linked to the oxidative stress response pathway or the ROS signaling process (Chung, 2021).

Yap1, a Pap1 homolog in *Saccharomyces cerevisiae*, is crucial for the oxidative stress response (Rodrigues-Pousada et al., 2019). Yap1 shuttles between the cytoplasm and the nucleus mediated by Crm1, an exportin, and by Pse1, an importin (Yan et al., 1998; Isoyama et al., 2001). Unlike *S. pombe* counterparts that are dispensable for survival, both Crm1 and Pse1 are essential in *S. cerevisiae*, indicating that the localization or cellular distribution of Yap1 is critical to maintaining cellular homeostasis. Overexpression of Yap1 renders cells resistant to several toxic chemicals, such as diazaborine and cadmium, mediated by the transcriptional induction of Flr1 and Ycf1, two multidrug transporters, in a *Yap1*-dependent manner (Wemmie et al., 1994; Jungwirth et al., 2000).

In this study, we assessed whether the oxidative stress pathway is involved in caffeine tolerance in *S. cerevisiae*. Strong caffeine resistance was observed when Yap1 is overexpressed, whereas the lack of Yap1 made no difference in caffeine sensitivity. We discovered that Flr1, a fluconazole-resistant transporter, is mainly responsible for caffeine tolerance under Yap1 activation. While intracellular localization and/or activation of Yap1 is not affected by caffeine, Yap1-mediated oxidative stress response confers resistance to caffeine toxicity. Based on the results that caffeine reduces the level of intracellular ROS, spontaneous mutation frequency, as well as DNA damage-induced foci formation, we suggest a significant reciprocal crosstalk between ROS signaling and caffeine resistance, which provides a cooperative mechanism for the maintenance of cell integrity.

## Materials and methods

### Strains, plasmids, and growth media

All yeast strains used in this study are isogenic derivatives of *S. cerevisiae* BY4741 (*MAT***a** *his3*Δ1 *leu2*Δ0 *lys2*Δ0 *ura3*Δ0) obtained from Yeast Knockout (YKO) collection (YSC1053 glycerol stock, Thermo Fisher Scientific). The genotypes of all strains used in this study are listed in Supplementary Table 1. The strains with C-terminally GFP-fused proteins, Yap1-GFP and Rad52-GFP, were constructed by oligonucleotide-directed in-frame tagging method as previously described (Huh et al., 2003). Yeast cell cultures and treatments with caffeine, hydrogen peroxide (H_2_O_2_) or phleomycin were performed in YEPD (1% yeast extract, 2% peptone, and 2% dextrose) or minimal SD media supplemented with the required amino acids. Overexpression plasmids including *YAP1*, *SKN7*, *SOD1*, *TSA1*, or *FLR1* were created using high copy number shuttle vector pRS426 with the wild-type *ADH1* promoter (Mumberg et al., 1995).

### Drug sensitivity analysis

The sensitivity of yeast cells to drugs was determined by spot plating assay. A small part of the overnight-grown cell culture was taken and grown again in fresh liquid media to reach mid-log phase (3–4 × 10^7^ cells/ml). Cells were then diluted 10-fold serially and spotted in rows onto YEPD or synthetic dropout (SD) plates containing H_2_O_2_ and/or caffeine. After spotting, cells were incubated for 3 days at 30°C and then photographed.

### Fluorescence microscopy

Fluorescence microscopic pictures were acquired with Leica DMi8 automated microsystems. LAS X software was used for the image analysis. To detect localization of Yap1-GFP to the nucleus, green fluorescent cells merged with DAPI stain signals were quantified after H_2_O_2_ or caffeine treatment. To measure the amount of DSB lesions and genomic instability, the percentage of cells with subnuclear Rad52-GFP foci formation in the population was determined (Lisby et al., 2001). At least 300 individual cells for each experiment were counted and analyzed manually.

### RNA isolation and reverse transcription-PCR (RT-PCR) analysis

Total RNA was extracted using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. The quality of the isolated RNA was assessed by Agilent 2,100 bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies). The concentration of RNA was determined by measuring the UV absorbance at 260 nm in a spectrophotometer, and highly purified samples with comparable A260/A280 ratios (1.8 ~ 2.1) were used for RT-PCR analysis. The sequences of the PCR primer pairs for the amplification of target genes were shown in Supplementary Table 2. PCR was performed with T100 thermal cycler (BIO-RAD). All amplification set-up went through 22 ~ 28 cycles unless noted otherwise.

### The QuantSeq mRNA sequencing and data analysis

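The deposited data behind the QuantSeq analysis come from 13 libraries, 9 from cells that carried a plasmid and 4 from WT without plasmid. For each library, the authors deposited the number of reads counted on each gene, without normalization. Each plasmid library lists 7126 named rows and each library without plasmid lists 7125. The row absent from the latter is *MIR1*, which had 438 to 1170 counts in the plasmid libraries. Total counts ranged from 19375047 to 25609092 in the plasmid libraries and from 15508616 to 17387215 in the libraries without plasmid. The 15 rows of the rRNA genes, with *TAR1* among them, took 43.8% to 75.0% of the counts in the plasmid libraries and 14.7% to 27.4% in the others. This left at least 6409605 counts per library for the remaining genes. Some of these rows overlap, and the authors counted multiple alignments, so an rRNA read can count on several rows. The shares may therefore overstate the share of rRNA reads. *TAR1*, which is annotated on the strand opposite to the 25S rRNA gene, had 87.1% to 97.9% of the counts of RDN25-1, so the counting was treated as blind to strand. The values of the 263 genes that overlap another annotated gene are therefore uncertain. The gene names follow 2 versions, and replicate 2 of WT with empty vector is the only plasmid library that uses the version of the libraries without plasmid. The names were identical in 6957 rows, and of the 169 renamed rows, 69 could be joined only by their position in the list.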

The 3’ mRNA-Seq libraries were prepared using QuantSeq 3’ mRNA-Seq Library Prep Kit (Lexogen) following the manufacturer’s instructions. Each 500 ng total RNA was hybridized to the oligo-dT primer containing an Illumina-compatible sequence at its 5′ end. After reverse-transcription and degradation of the RNA template, second strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end and was purified. The library was amplified to add the complete adapter sequences required for cluster generation. High-throughput sequencing was determined using the single-end 75 sequencing platform of NextSeq 500 (Illumina). QuantSeq 3′ sequencing reads were aligned using Bowtie2 software (Langmead and Salzberg, 2012). Differential gene expression was evaluated based on counts from unique and multiple alignments using coverage in Bedtools and was determined using EdgeR within R (R development Core Team, 2016). Gene classification was based on searches done by DAVID^1^ and Medline databases.^2^ Student’s *t*-test was used to determine significant differences (value of *p* < 0.05). All of raw sequencing data is deposited at NCBI GEO site.^3^

### Measurement of intracellular ROS level

To measure intracellular ROS level in yeast, cells were grown to exponential phase and diluted to an OD_600_ of ~0.2. H_2_DCFDA (2′,7′-dichlorodihydrofluorescein diacetate, Thermo Fisher Scientific), a cell-permeant indicator for ROS detection, was added at a final concentration of 5 μg/ml, and then cells were incubated with shaking for 2 h at 30°C. Intracellular ROS levels were determined using a BD FACS Canto II flow cytometer (Becton Dickinson) as previously described (Madeo et al., 1999). A baseline of zero (background level of fluorescence) was set based on the maximum value of control sample without the ROS indicator. The cells with higher ROS level than background were counted and converted into a percentage. All values represent the average of at least three independent experiments.

### Measurement of cell viability and mutation frequency

Yeast cells were inoculated into 5 ml of YEPD media and grown overnight at 30°C. The next day, cells were diluted into 5 ml of fresh media to an OD_600_ of ~0.2 and incubated with shaking for 6 h. More than 100 cells were counted and plated onto three YEPD plates including H_2_O_2_ and/or caffeine at the indicated final concentrations. The plates were incubated at 30°C for 3 days and then colonies were counted for a colony forming unit (CFU) assay. The rate of spontaneous or induced mutations as a result of genome instability was measured by a forward-mutation assay that detects mutations in the *CAN1* gene (Motegi and Myung, 2007). Yeast cells were treated with H_2_O_2_ and/or caffeine for 2 h at the indicated concentrations and then were grown on plates with or without 60 μg/ml canavanine. Spontaneous mutation rates were determined by counting CFUs after incubation for 3–4 days at 30°C. All rates represent the average of three independent experiments and error bars indicate the standard deviation.

## Results

### Cells lacking Yap1 are not sensitive to caffeine whereas overexpression of Yap1 confers resistance

The screening analysis of several caffeine-resistant mutants using fission yeast *S. pombe* strains has revealed that all the caffeine-tolerant phenotypes identified are related to an elevated expression of Pap1 or its constitutive localization in the nucleus (Kumada et al., 1996; Benko et al., 2004). In *S. pombe*, there are two alternative oxidative stress responses by which different signaling pathways are triggered. One is mediated by Pap1, an AP-1-like transcription factor, responding to moderate concentrations of H_2_O_2_, and the other is the Sty1 MAP kinase pathway activated not only by oxidative stress but also by general stress conditions such as heat shock and osmotic stress (Toone et al., 1998; Vivancos et al., 2004). Overexpression of Pap1, but not Sty1, makes cells resistant to high doses of caffeine, and Pap1- and Sty1-deficient cells are both highly sensitive to caffeine (Benko et al., 2004; Calvo et al., 2009).

Based on these observations, we examined the caffeine sensitivity of cells lacking Yap1 or Skn7, two specialized transcriptional regulators for oxidative stress response in *S. cerevisiae*. Skn7 collaborates with Yap1 on several promoters such as *TRX2* and *AHP1* to induce transcription in response to oxidative stress (Morgan et al., 1997; Lee et al., 1999). In contrast with the homologs in *S. pombe*, we could not observe any caffeine sensitivity in *yap1* or *skn7* null mutants (Figure 1A). The expression of Sod1 and Tsa1, two representative antioxidant enzymes, is mainly under the control of Yap1 and/or Skn7. When caffeine sensitivity was examined in cells lacking Sod1 or Tsa1, no difference in sensitivity was shown. Next we overexpressed *YAP1*, *SKN7*, *SOD1,* or *TSA1* in WT yeast cells using the multicopy plasmid pRS426ADH, and found that only the expression of Yap1 confers yeast cells with significantly enhanced resistance to high doses of caffeine (Figure 1B).

**Figure 1:**
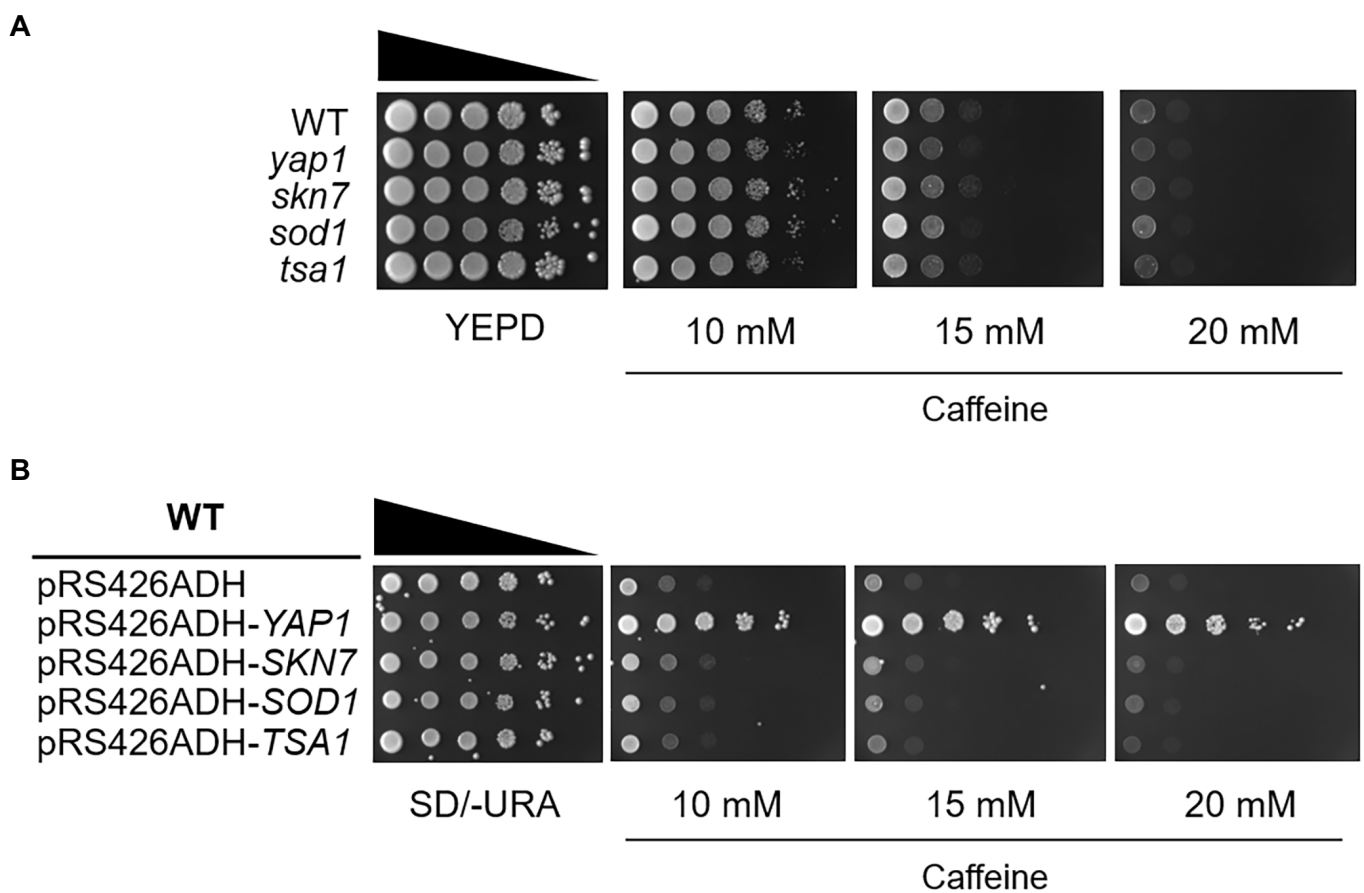
The *yap1* null mutant is not sensitive to caffeine while overexpression of *Yap1* confers significant resistance. **(A)** 10-fold serial dilutions of yeast mutant strains were spotted on YEPD media in the presence of caffeine and incubated for 3 days at 30°C. **(B)** 10-fold serial dilutions of yeast overexpression strains were spotted on SD/-URA media containing caffeine and incubated for 3 days at 30°C.

### Caffeine sensitivity of the *flr1* null mutant is not overcome by Yap1 overexpression

Previously, in multicopy vector-based genomic library screening, two ATP-binding cassette (ABC) transporters, Pdr5, and Snq2, have been identified as major caffeine efflux pumps in *S. cerevisiae* (Kolaczkowski et al., 1996; Tsujimoto et al., 2015). We evaluated whether caffeine tolerance mediated by Yap1 is involved in the function of these multidrug resistance transporters. Consistent with the previous report that Snq2 is more functional in caffeine efflux than Pdr5, the *snq2* mutant was slightly more sensitive to caffeine than the *pdr5* mutant, and the *pdr5 snq2* double mutant showed even more sensitivity than each of the single mutants (Figure 2A). However, we observed that the overexpression of Yap1 almost completely surmounts caffeine sensitivity in the *pdr5 snq2* double mutant as well as each of the single mutants. These results suggest that caffeine tolerance is associated with elevated levels of Yap1 and is not derived from an improvement in caffeine efflux mediated by either Pdr5 or Snq2 (Figure 2A).

**Figure 2:**
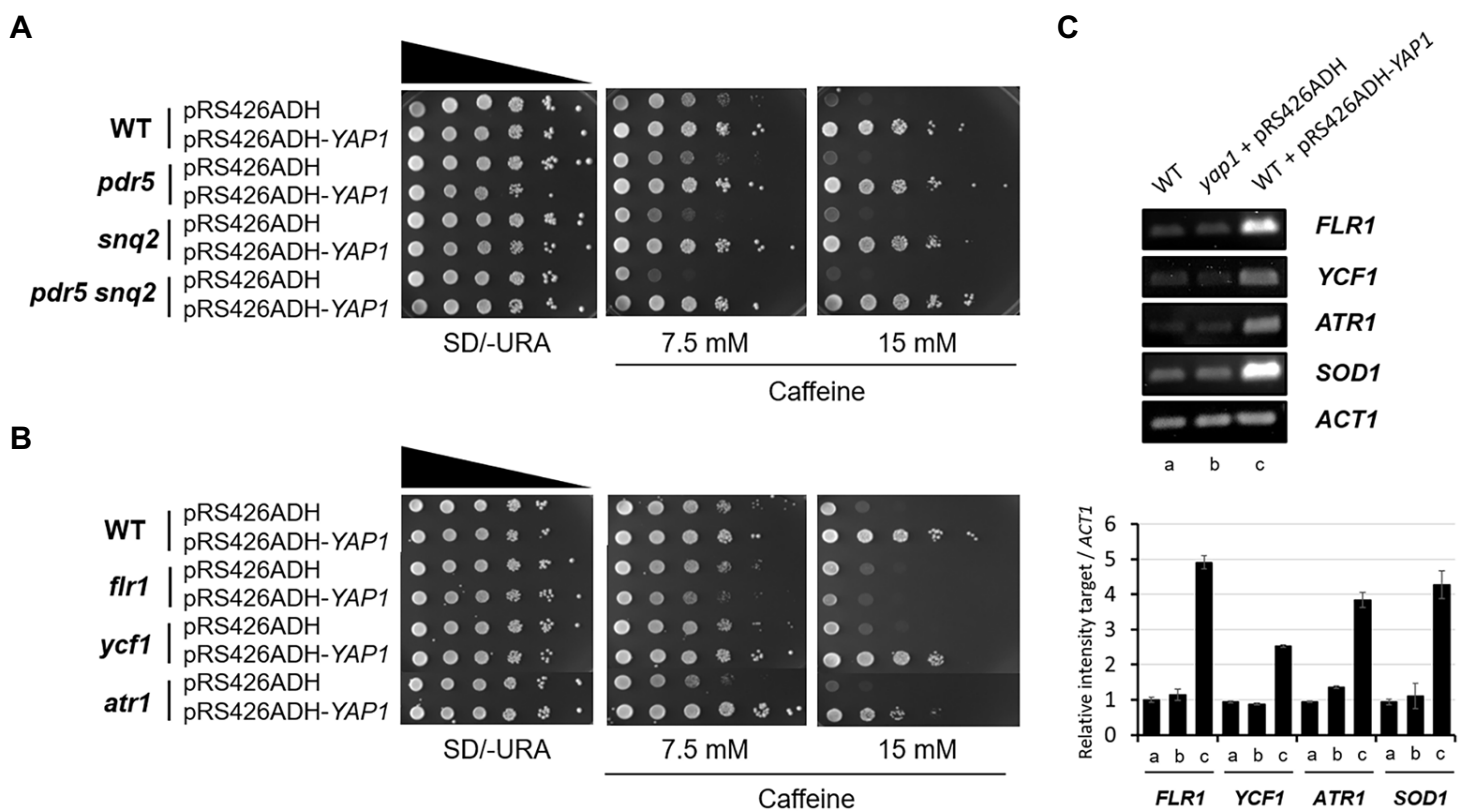
Caffeine sensitivity of *flr1* mutant is not recovered by *Yap1* overexpression. **(A,B)** 10-fold serial dilutions of yeast mutant strains with *YAP1* overexpression plasmids were spotted on SD/-URA media containing caffeine and incubated for 3 days at 30°C. **(C)** RT-PCR analysis of *Yap1*-dependent target genes expressed in WT, *yap1* and *YAP1* overexpression strains. *ACT1* as a loading control. The products were analyzed by electrophoresis on a 1.5% agarose gel. The numbers of PCR cycles used are 22 (*FLR1* and *SOD1*), 28 (*YCF1* and *ATR1*) and 30 (*ACT1*), respectively.

Flr1, Ycf1 and Atr1, three efflux pumps in *S. cerevisiae*, confer resistance to several drugs under the control of Yap1. Ycf1 is required for cadmium tolerance and arsenite detoxification (Wemmie et al., 1994; Ghosh et al., 1999). Flr1 is essential for Yap1-mediated resistance to fluconazole, cycloheximide, aminotriazole, and 4-nitroquinoline-N-oxide (4-NQO; Alarco et al., 1997), and both Ycf1 and Flr1 are involved in Yap1-mediated defense against cerulenin and diazaborine toxicity (Oskouian and Saba, 1999; Jungwirth et al., 2000). In addition, Atr1 is responsible for resistance to 4-NQO in both Yap1- and Gcn4-dependent manners (Coleman et al., 1997).

To examine whether these membrane-associated transporters are involved in the acquisition of caffeine resistance in a Yap1-related manner, each deletion mutant was spotted onto caffeine-infused plates with or without Yap1 overexpression. Except for a slightly sensitive *atr1* mutant, neither the *flr1* nor the *ycf1* mutant was found to be sensitive to caffeine compared to the WT strain under normal conditions (Figure 2B). Interestingly, however, caffeine resistance of the *flr1* mutant is not enhanced by Yap1 overexpression at all. The caffeine resistance of *ycr1* and *atr1* mutants is just slightly less than that of WT strain. These results suggest that *FLR1* is a major target gene regulated by Yap1 and is responsible for a specific Yap1-dependent caffeine tolerance. Analysis with reverse transcription-PCR (RT-PCR) revealed that the expression level of Flr1 is not almost altered in *yap1* mutants compared to WT and increases significantly in cells that overexpress Yap1 (Figure 2C). When Yap1 is overexpressed, the amount of transcriptional induction in *FLR1* is higher than that of *YCF1* or *ATR1*. This accounts for our previous results that there is no difference in caffeine sensitivity between WT and the *yap1* mutant but Yap1 overexpression increases resistance (Figure 1).

### Flr1 is required but not sufficient for the increase of Yap1-dependent caffeine tolerance

Contrary to mutant cells carrying deletions in both *PDR5* and *SNQ2* that have considerable caffeine sensitivity, the *flr1* mutant is as sensitive to caffeine as the WT strain, and the *pdr5 snq2 flr1* triple mutant is as sensitive as the *pdr5 snq2* double mutant. This suggests that the Flr1 transporter alone is not significantly involved in caffeine efflux when compared to Pdr5 and Snq2 under no Yap1 overexpression conditions (Figure 3A).

**Figure 3:**
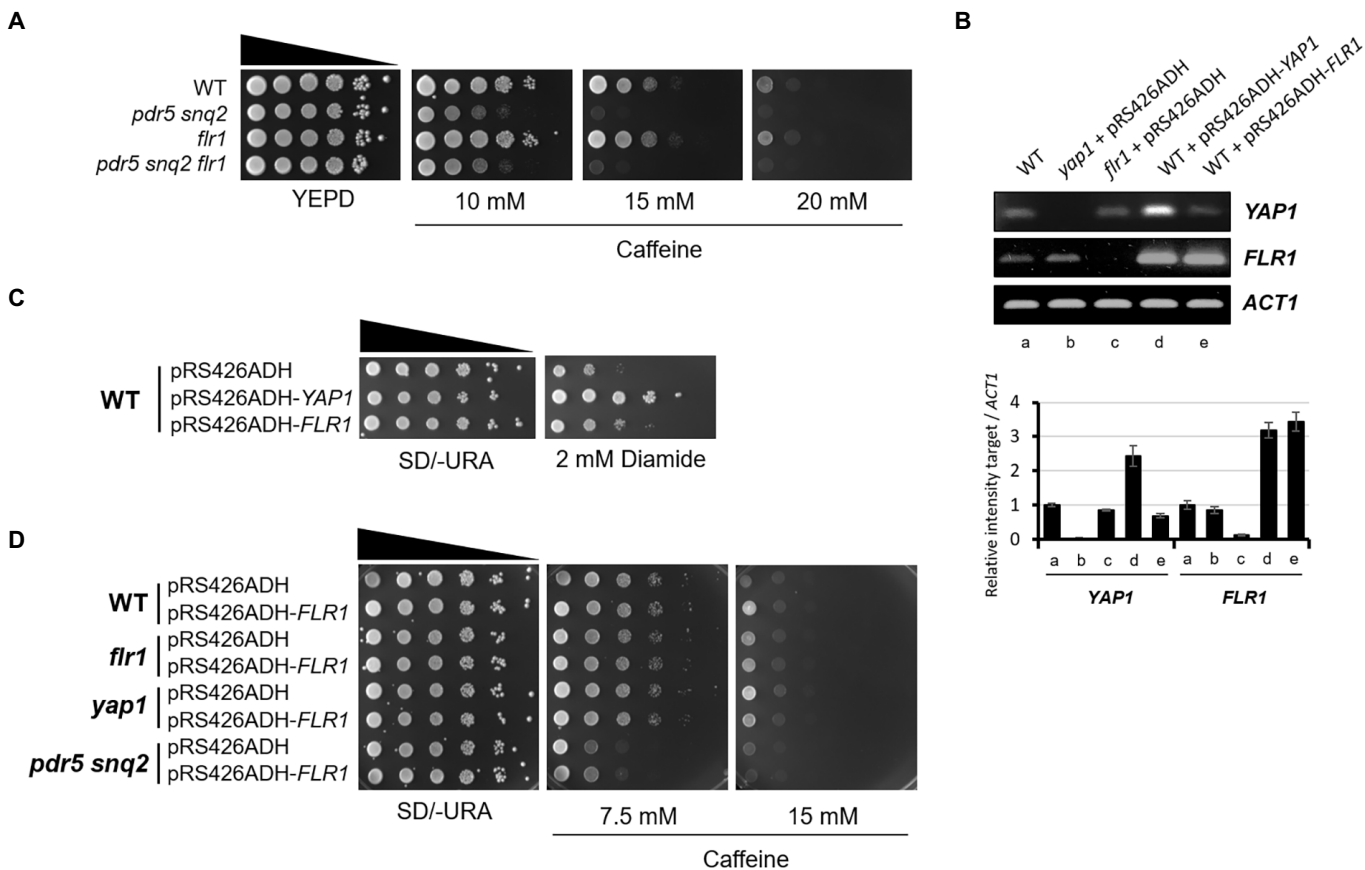
Flr1 is required but not sufficient for the increase of Yap1-dependent caffeine tolerance. **(A)** 10-fold serial dilutions of yeast mutant strains were spotted on YEPD media containing caffeine and incubated for 3 days at 30°C. **(B)** RT-PCR analysis of *YAP1* and *FLR1* expressed in WT, *yap1*, *flr1*, and strains overexpressing *YAP1* or *FLR1*. *ACT1* as a loading control. The numbers of PCR cycles used are 28 (*YAP1*), 22 (*FLR1*) and 25 (*ACT1*), respectively. **(C)** 10-fold serial dilution of yeast strains with *YAP1* or *FLR1* overexpression were spotted on SD/-URA media containing diamide and incubated for 3 days at 30°C. **(D)** 10-fold serial dilutions of yeast mutant strains with *FLR1* overexpression plasmids were spotted on SD/-URA media containing caffeine and incubated for 3 days at 30°C.

To investigate whether Flr1 could functionally substitute Pdr5 or Snq2 in caffeine export, we overexpressed *FLR1* in a *pdr5 snq2* double mutant and tested its caffeine resistance. *FLR1* was overexpressed under the control of the *ADH1* promoter and its transcription level was compatible with that of Yap1 overexpression strain (Figure 3B). Consistent with the previous report by Nguyên et al. (2001), the amount of Flr1 produced was also enough to show resistance to diamide, a thiol oxidizing agent (Figure 3C). However, we found that the caffeine sensitivity of the *pdr5 snq2* double mutant was not sufficiently recovered by Flr1 overexpression, indicating that Flr1 is not functionally redundant with Pdr5 or Snq2 in caffeine tolerance (Figure 3D). This also implies that Flr1 alone is not enough to endure a caffeine threat or to show strong caffeine resistance and cells still need to employ more unknown target(s) mediated by activated Yap1 besides the Flr1 transporter.

### Neither Yap1 activation nor Flr1 expression is induced by caffeine

Previous studies have shown that Yap1 is activated and accumulates in the nucleus specifically under oxidative stress conditions and its absence causes hypersensitivity to several oxidants such as hydroperoxides and diamide (Kuge and Jones, 1994; Rodrigues-Pousada et al., 2019). We examined whether Yap1 and the transcription of its downstream target genes are activated by caffeine. Yap1 is activated and is relocated to the nucleus within 30 min of hydrogen peroxide treatment, whereas it is largely cytoplasmic with no changes after caffeine treatment even at high concentrations (Figure 4A).

**Figure 4:**
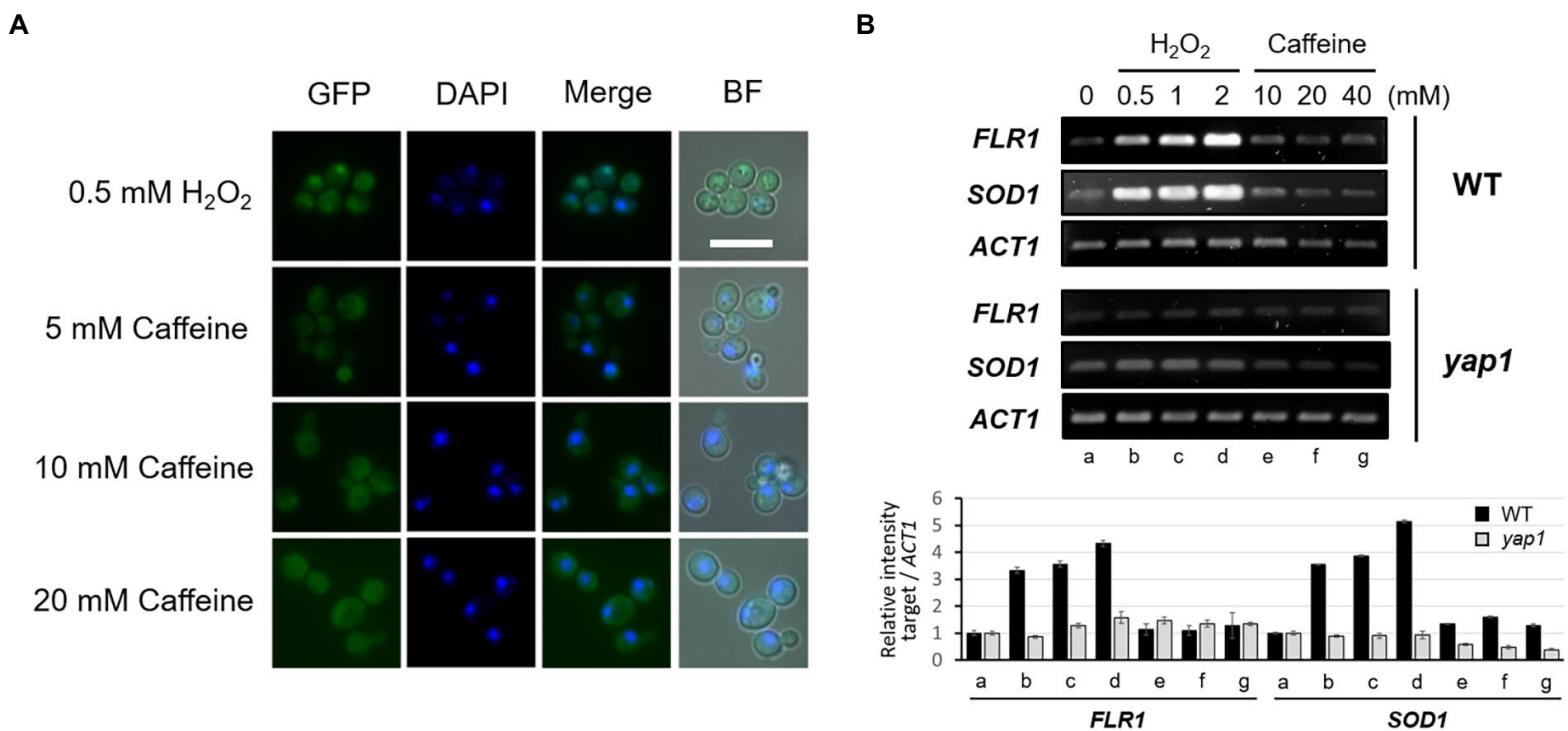
Activation of Yap1 and its intracellular localization are not affected by caffeine treatment. **(A)** Fluorescent microscopy of the spontaneous or induced nuclear localization of Yap1-GFP in WT with H_2_O_2_ or caffeine treatment. White scale bar corresponds to 10 μm. **(B)** RT-PCR analysis of *FLR1* and *SOD1* expression in WT and *yap1* mutant. *ACT1* as a loading control. Cells were incubated at 30°C for 30 min with H_2_O_2_ or caffeine treatment. The numbers of PCR cycles used are 25 (*SOD1*) and 28 (*FLR1* and *ACT1*), respectively.

We next performed RT-PCR analysis to inquire about a possible alteration in *FLR1* expression level after H_2_O_2_ or caffeine treatment. As shown in Figure 4B, transcription of *FLR1* is induced by H_2_O_2_, but not by caffeine, only in the presence of functional Yap1, and its induction pattern is quite similar to that of *SOD1*, another target of Yap1 induction. Caffeine tolerance rendered by Yap1 overexpression in the presence of Flr1 was induced by the oxidative stress response, but not by caffeine itself. These results imply that intracellular caffeine response and ROS signaling may have a cooperative linkage to maintain cell integrity.

### Flr1 expression is regulated mainly by Yap1 and is important for caffeine tolerance

Caffeine may alter the transcriptional profiles of multiple genes that are responsible for the transport of various metabolites and proteins. Kuranda et al. (2006) reported that the expression of at least 50 genes implicated in cellular transport was elicited by 20 mM caffeine treatment. DNA microarray studies have revealed that the expression of three multidrug transporter genes, *SNQ2*, *QDR3,* and *MDL2*, was upregulated by caffeine (Kuranda et al., 2006).

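BY4741 is a laboratory haploid strain of *S. cerevisiae* and serves as WT. Caffeine-treated WT (50 mM for 1 h) was compared with untreated WT, with 2 libraries in each group. The label of the second caffeine library gives 51 mM in place of 50 mM, and both libraries were treated as one group, as in the paper. The *yap1* mutant with empty vector and WT with the *YAP1* overexpression plasmid were compared with WT carrying the empty vector pRS426ADH, with 3 libraries in each group. The labels of these 9 libraries name no caffeine treatment. Supplementary Table 1 lists the overexpression plasmid with a TAP tag on Yap1, which the labels do not name. Genes with too few counts were removed by the filter of edgeR, library sizes were normalized by TMM, and each gene was tested with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The 9 plasmid libraries entered 1 fit and the 4 libraries without plasmid another. On simulated counts with 200 changed genes, the test called 147 of them among the plasmid libraries, with 13 other genes, and 105 among the libraries without plasmid, with 6 other genes. The simulated libraries had the same spread for each gene, unlike the plasmid libraries, where WT with empty vector varied most. With caffeine, 3094 of 6759 genes were called, far more than were changed here, so these rates need not hold for the real comparisons.

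The counts of *YAP1* followed the labels of all 9 plasmid libraries. They were 635 to 722 in WT with empty vector, 2 to 22 in the *yap1* mutant and 23285 to 25251 in the Yap1 overexpression strain. The log2 fold change of *YAP1* was -6.17 in the *yap1* mutant (standard error 0.56, adjusted p = 0.0040 from the edgeR test) and 4.86 in the Yap1 overexpression strain (standard error 0.48, adjusted p = 0.0012). With each library left out in turn, the value in the *yap1* mutant stayed between -7.31 and -5.67, and its adjusted p rose to 0.0889 at most. In untreated and caffeine-treated WT, *YAP1* had 56.6 ± 3.57 and 102 ± 12.2 CPM (normalized counts; SD, n = 2 libraries), a log2 fold change of 0.85 (standard error 0.21, adjusted p = 0.0197 from the edgeR test).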

To more thoroughly screen for unknown genes whose expression is induced by caffeine, and to investigate whether the induction is involved in the activation of Yap1, we performed quantitative analysis of transcriptomes in three groups of strains: 50 mM caffeine-treated WT, *yap1* mutant, and Yap1 overexpressed cells (Supplementary Figure 1). 

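By fitted fold change alone, 2221 of the 7125 genes (31.2%) were higher by over 1.5-fold in caffeine-treated WT than in untreated WT, and 2167 genes (30.4%) were lower by as much. The quasi-likelihood test covered 6759 genes. With an adjusted p under 0.05, 1501 genes were higher and 1593 were lower, and all 1501 were among the genes higher by over 1.5-fold. In 75.0% of the genes tested, both caffeine libraries lay on one side of both untreated libraries, a share that chance puts at 33.3% for groups of 2. The alternative that moved these counts most was scaling by library size only, with 2181 genes higher and 1086 lower. Among genes with a mean of at least 10 CPM, *SPG4* rose most, with a log2 fold change of 7.36 (standard error 0.46, adjusted p = 0.000867). *PUT1*, *YBR056C-B*, *PHM7* and *YMR085W* followed with log2 fold changes from 5.88 to 7.21. *HO* fell most, with a log2 fold change of -4.85 (standard error 0.29, adjusted p = 0.000867), followed by *PCL1*, *RPS0B*, *HPT1* and *RPL11A*. The order among the largest changes depended on single libraries. Without untreated replicate 1, *PUT1* (7.33) rose more than *SPG4* (7.02), and without untreated replicate 2, *YBR056C-B* (8.47) did (*SPG4* 7.98). *PCL1* fell more than *HO* without untreated replicate 2 (-5.02 against -4.84) and without caffeine replicate 2 (-5.16 against -5.12). *RPS0B* fell more than *HO* without caffeine replicate 1 (-5.17 against -4.63). With each library left out in turn, *YBR056C-B* ran from 5.43 to 8.47. *RPS0B* and *RPL11A* have near-identical paralogs, so the counting over multiple alignments leaves their own values uncertain.

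The 132 ribosomal protein genes had a median log2 fold change of -2.66 with caffeine, and 2 of them were higher. As a set they were lower by camera, a competitive gene set test (adjusted p = 6.77e-34), and by fry, a rotation test (adjusted p = 0.0143). The 17 cell wall genes had a median log2 fold change of 1.62, with 12 of them higher and an adjusted p of 0.0312 by camera. This call did not hold under fry (adjusted p = 0.0697). The 1012 tested genes with a Yap1-responsive element (YRE) within 500 bp of the start codon had a median log2 fold change of 0.02 (adjusted p = 0.819 by camera).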

Out of 7,125 genes that were analyzed, the transcription of 2,285 genes (32%) was upregulated with a fold change of > 1.5 by 50 mM caffeine. This number is about three times higher than that in the *yap1* mutant (9%) or Yap1 overexpression strain (11%). Among these genes, transcription levels of at least seven encoding multidrug transporters that were implicated in pleiotropic drug resistance, including *PDR5* and *SNQ2*, were upregulated by over 1.5-fold after 1 h of treatment with 50 mM caffeine, and the expression of *PDR5* was two times higher than that of *SNQ2* (Figures 5A,B; Supplementary Figure 2). This result is consistent with a previous report showing that Pdr5 and Snq2 are two major caffeine efflux pumps in *S. cerevisiae* (Tsujimoto et al., 2015). 

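In the *yap1* mutant, 716 of the 7126 genes (10.05%) were higher than in WT with empty vector by over 1.5-fold, and 412 were lower by as much. In the Yap1 overexpression strain, 693 genes (9.72%) were higher and 251 were lower. Unchanged groups were simulated with the same spread for each gene in all plasmid libraries. A median of 401 genes in place of the *yap1* mutant and 398 in place of the Yap1 overexpression strain were higher by over 1.5-fold. For lower genes the median was 390.5 in both. Of 100 simulations, 15 were at or above the 412 genes of the *yap1* mutant, and all 100 were above the 251 genes of the Yap1 overexpression strain. The real libraries of WT with empty vector varied more than the others, so the simulated numbers do not show what chance alone gives here. With an adjusted p under 0.05, 4 genes were higher and 1 was lower in the *yap1* mutant, out of 6781 tested. The corresponding numbers were 30 and 2 in the Yap1 overexpression strain. At an unadjusted p under 0.05 there were 690 and 639 genes. The 3 libraries lay fully above or below those of WT with empty vector in 15.4% and 15.2% of the genes, against 10% by chance. Scaling by library size only moved the fold change counts most, to 2118 and 2563 genes higher. That scaling includes the rRNA rows, which took 62.3% to 75.0% of the counts in WT with empty vector. They took 51.2% to 58.2% in the *yap1* mutant and 43.8% to 63.95% in the Yap1 overexpression strain, which moves the other genes upward there. Replicate 2 of WT with empty vector decided much of the number of calls. Without it, 77 genes were higher and 23 lower in the *yap1* mutant, and 100 were higher and 12 lower in the Yap1 overexpression strain.

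The gene with the largest rise in the *yap1* mutant was *COX17*, with a log2 fold change of 1.71 (standard error 0.15, adjusted p = 0.00126 from the edgeR test). *MNP1*, *HSP10* and *MDM35* were the others, with log2 fold changes from 0.98 to 1.11, and the gene that was lower was *YAP1*. *MNP1*, *HSP10* and *MDM35* lost the call when any library of the *yap1* mutant, or replicate 1 of WT with empty vector, was left out (adjusted p from 0.0875 to 0.297). *HSP10* also lost it without replicate 3 of WT with empty vector (adjusted p = 0.0701). The 26 genes of a list of Yap1 targets had a median log2 fold change of -0.17 in the *yap1* mutant (adjusted p = 0.0132 by camera and 0.058 by fry), and 10 of them were higher. The other sets called by camera were the cell wall genes (median 0.46, adjusted p = 0.00336), the ribosomal protein genes (median 0.18, adjusted p = 0.024) and the ABC transporters (median -0.11, adjusted p = 0.0348), and none of these held under fry. The genes with a YRE within 500 bp (adjusted p = 0.759) and the MFS transporters (adjusted p = 0.82) were not called.

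Both comparisons share the libraries of WT with empty vector. Across the 6781 genes, their log2 fold changes had a Pearson's r of 0.52 and a Spearman's rho of 0.62. In 100 simulations of unchanged groups against shared controls, the medians were 0.51 and 0.47 and the highest values 0.55 and 0.49. The simulations gave all plasmid libraries the same spread for each gene. The real libraries of WT with empty vector deviated more from their group (SD 0.656 to 1.03 in log2) than those of the other strains (0.371 to 0.48). A noisier shared control raises such correlations, so the simulations do not decide whether the observed values are beyond chance. Genes are not independent replicates, so no p was computed for these correlations.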

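The expression of 43 transporter genes, 22 of the ABC superfamily and 21 drug:H+ antiporters of the major facilitator superfamily (MFS), was examined in caffeine-treated WT. Of these genes, 18 were higher by over 1.5-fold (10 ABC and 8 MFS) and 11 were lower by as much. Among the 10 genes of the pleiotropic drug resistance subfamily on the list, 6 were higher. With an adjusted p under 0.05, 14 of the 42 genes tested were higher and 8 were lower, and the numbers were the same when adjusted over the list alone. With scaling by library size only, 24 genes were higher by over 1.5-fold, and with each library left out in turn, 15 to 21 were. *PXA1* had the highest log2 fold change (2.97), followed by *TPO2* (2.85), *TPO4* (2.75) and *PDR5*. As sets, neither the ABC transporters (median log2 fold change 0.56, adjusted p = 0.151 by camera) nor the MFS transporters (median 0.12, adjusted p = 0.313) were called.

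*PDR5* had 66.7 ± 14.2 CPM (SD, n = 2) in untreated WT and 425 ± 117 CPM (SD, n = 2) in caffeine-treated WT. Its log2 fold change was 2.67 (standard error 0.32, adjusted p = 0.00167 from the edgeR test), a 6.37-fold increase. *SNQ2* had 72.7 ± 9.35 CPM (SD, n = 2) and 231 ± 86.0 CPM (SD, n = 2). Its log2 fold change was 1.67 (standard error 0.32, adjusted p = 0.0084), a 3.18-fold increase. The ratio of *PDR5* to *SNQ2* counts was 0.968 and 0.858 in the untreated libraries and 1.74 and 2.01 in the caffeine libraries, and its geometric mean was 2.05 times higher with caffeine. The difference between the groups was larger than the spread between replicates (pooled SD of the log2 ratio 0.14). An exact 2-sided permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow.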

Consistent with transcriptome results, we also found that in quantitative PCR analysis transcriptional induction of *PDR5* is higher than that of *SNQ2* by various concentrations of caffeine, but not by H_2_O_2_ (Figure 5C).

**Figure 5:**
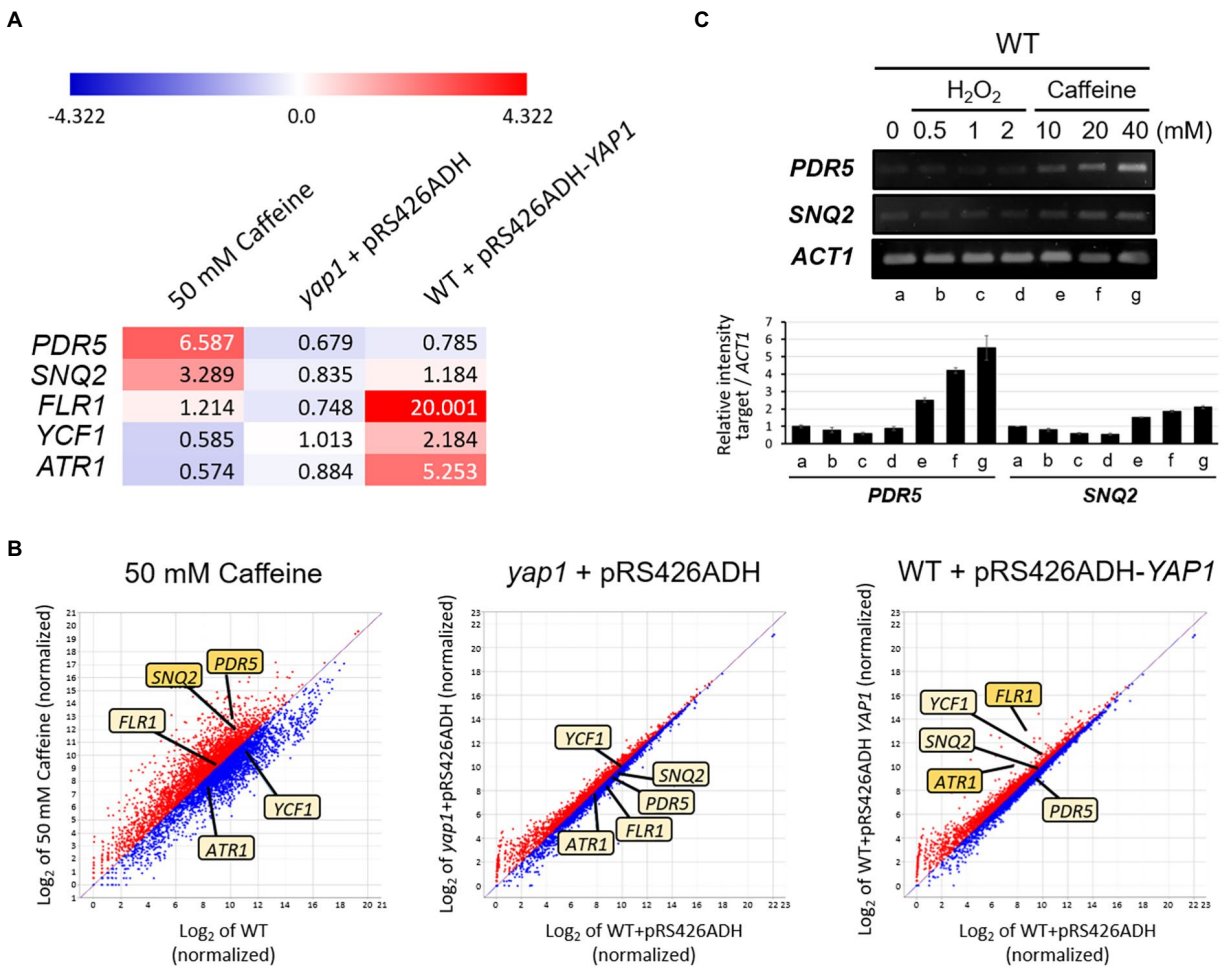
QuantSeq analysis to screen Yap1-dependent target genes for caffeine resistance. **(A)** Heat map depiction with numerical values of induction and **(B)** Scatter plot show differentially expressed mRNA levels of several transporter genes in caffeine-treated WT, *yap1* and *YAP1* overexpression strains. Red color represents upregulation and blue represents downregulation of mRNA expression. The degrees of darkness in colors represent the proportions of the expressive level. The 7,125 mRNAs were standardized and log2-transformed to show on a scatter plot by ExDEGA software. The X-axis displays the expression level of genes from WT, whereas the Y-axis shows the expression level of genes **(C)** RT-PCR analysis of *PDR5* and *SNQ2* expression in cells with H_2_O_2_ or caffeine treatment. Cells were incubated at 30°C for 30 min with H_2_O_2_ or caffeine treatment. The numbers of PCR cycles used are all 28.

However, the transcription of *FLR1*, *YCF1*, and *ATR1* did not increase in response to caffeine. Instead, mRNA levels of these three genes were elevated under the condition of Yap1 overexpression, as expected for Yap1-dependent genes, and this upregulation disappeared completely in the absence of Yap1 (Figure 5A). Specifically, the expression of *FLR1* increases significantly up to 20-fold, the highest among transporter-encoding genes, and *ATR1* with over 5-fold increase is the next. These results are consistent with our previous observation that the caffeine-resistant phenotype of Yap1 overexpression strain completely disappeared in an *flr1* mutant background and was slightly impaired in an *atr1* mutant (Figure 2B).

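*FLR1* had 30.3 ± 3.82 CPM (SD, n = 2) in untreated WT and 35.5 ± 1.2 CPM (SD, n = 2) in caffeine-treated WT, from 395 to 676 counts per library. Its log2 fold change was 0.23 (standard error 0.20, adjusted p = 0.395 from the edgeR test), and over the alternative scalings and fits it ranged from 0.24 to 0.60 with adjusted p from 0.074 to 0.545. *YCF1* fell from 127 ± 0.384 to 72.0 ± 2.57 CPM (SD, n = 2 in each group), with a log2 fold change of -0.82 (standard error 0.20, adjusted p = 0.0183). With scaling by library size only, which shifts the median of all genes upward, the value of *YCF1* was -0.45 and lost the call (adjusted p = 0.132, over a range of 0.00366 to 0.132). *ATR1* fell from 19.5 ± 4.4 to 10.8 ± 2.83 CPM (SD, n = 2 in each group), with a log2 fold change of -0.85 (standard error 0.30) that did not pass the threshold (adjusted p = 0.0629). Over its alternatives the adjusted p of *ATR1* ranged from 0.0254 to 0.236. The log2 fold change of *FLR1* ran from 0.15 to 0.43 with each library left out in turn. That of *YCF1* ran from -0.86 to -0.77 and that of *ATR1* from -1.15 to -0.55.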

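*YCF1* had 44.3 ± 1.71 CPM (SD, n = 3) in WT with empty vector and 96.3 ± 8.6 CPM (SD, n = 3) in the Yap1 overexpression strain, a log2 fold change of 1.12 (standard error 0.13, adjusted p = 0.00123 from the edgeR test). In the *yap1* mutant, the log2 fold change against WT with empty vector was -0.35 for *FLR1* (standard error 0.16, adjusted p = 0.495), -0.27 for *ATR1* (standard error 0.15, adjusted p = 0.556) and 0.02 for *YCF1* (standard error 0.12, adjusted p = 0.965). None of these 3 values passed the threshold in the 4 alternatives run for single genes. With each library left out in turn, *FLR1* stayed between -0.43 and -0.16 and *ATR1* between -0.35 and -0.17, and *YCF1* ran from -0.03 to 0.06, below 0 without replicate 1 of the mutant or replicate 3 of WT with empty vector. When the *yap1* mutant was tested directly against the Yap1 overexpression strain, the log2 fold changes were -4.74 for *FLR1*, -2.57 for *ATR1* and -1.10 for *YCF1*, each with an adjusted p of 0.000999 or less. The paper treats these 3 genes as Yap1-dependent and states that their rise under overexpression was fully lost without Yap1. The *yap1* mutant libraries carried the empty vector, and no library combined the mutation with the overexpression plasmid.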

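*FLR1* had 18.4 ± 3.63 CPM (SD, n = 3) in WT with empty vector, from 334 to 370 counts, and 385 ± 16.9 CPM (SD, n = 3) in the Yap1 overexpression strain, from 8804 to 9840 counts. Its log2 fold change was 4.39 (standard error 0.18, adjusted p = 2.1e-07 from the edgeR test), a 21.0-fold increase. *ATR1* rose from 10.3 ± 1.33 to 50.6 ± 1.48 CPM (SD, n = 3 in each group), with a log2 fold change of 2.30 (standard error 0.15, adjusted p = 9.42e-06) and a 4.91-fold increase. Among the 43 transporter genes, *FLR1* ranked 1 by fold change under every alternative in which it was ranked, *ATR1* ranked 2 and *YCF1* ranked 3 in the analysis as planned. These were the 3 transporter genes called, both over all genes and adjusted over the list alone. *TPO2* came next, with a log2 fold change of 0.69 and an adjusted p of 0.397. With each library left out in turn, the log2 fold change of *FLR1* stayed between 4.31 and 4.59 and that of *ATR1* between 2.23 and 2.40.

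**Figure D1:**
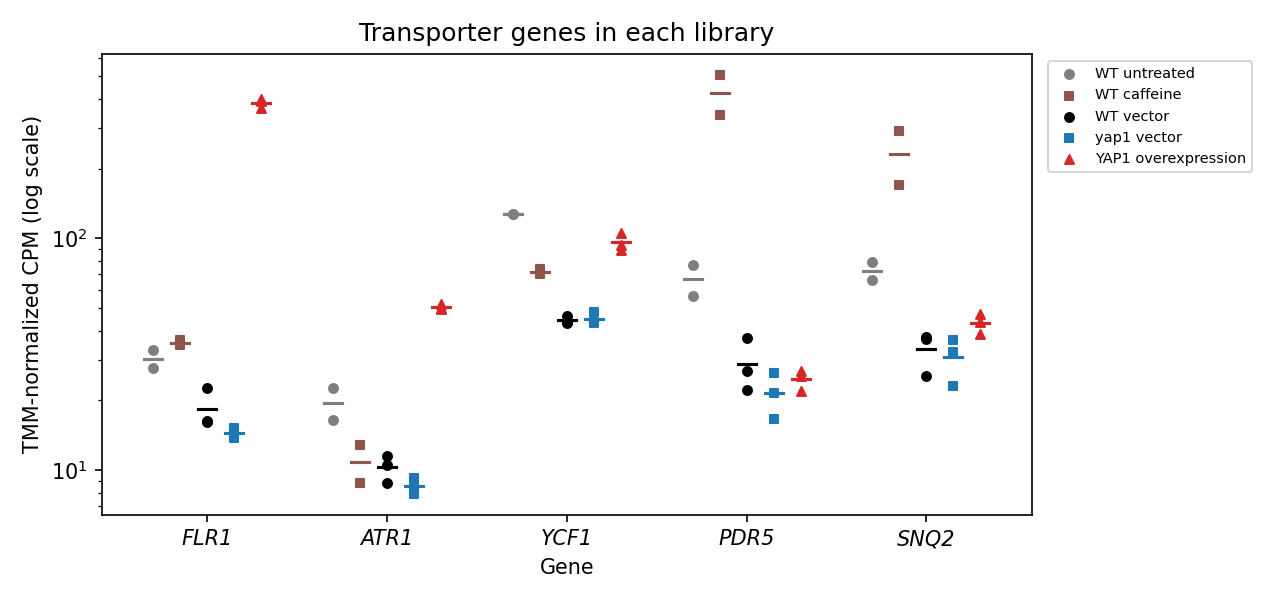
TMM-normalized CPM (log scale) of 5 transporter genes in each library, where points are libraries and bars are group means. *FLR1* rises from a mean of 18.4 CPM in WT with empty vector to 385 CPM in the Yap1 overexpression strain, and *PDR5* from 66.7 CPM in untreated WT to 425 CPM in caffeine-treated WT. The libraries with and without plasmid were normalized separately.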

### Reactive oxygen species signaling modulates cellular adaptation to caffeine in a Yap1-dependent manner

An observation that the cellular process to acquire caffeine tolerance involves the activation of the oxidative stress response pathway aroused our curiosity as to whether ROS signaling modulates cellular adaptation to caffeine toxicity. We examined the caffeine sensitivity of cells with or without oxidative stress by using spotting analysis. While cell growth is severely impaired on minimal media with 10 mM caffeine as shown earlier in Figure 1B, the impaired growth of WT cells is significantly restored when cells are grown on caffeine media and treated with 0.5 mM H_2_O_2_, and even more with 1 mM H_2_O_2_ (Figure 6A). However, the recovery of caffeine resistance completely disappeared in the absence of Yap1. These results give a strong implication that the oxidative stress response is mediated by Yap1 in adaptation to caffeine toxicity. The concentration of H_2_O_2_ used for this analysis is not sufficient to inhibit cell growth solely, but enough to generate caffeine tolerance when treated together with caffeine.

**Figure 6:**
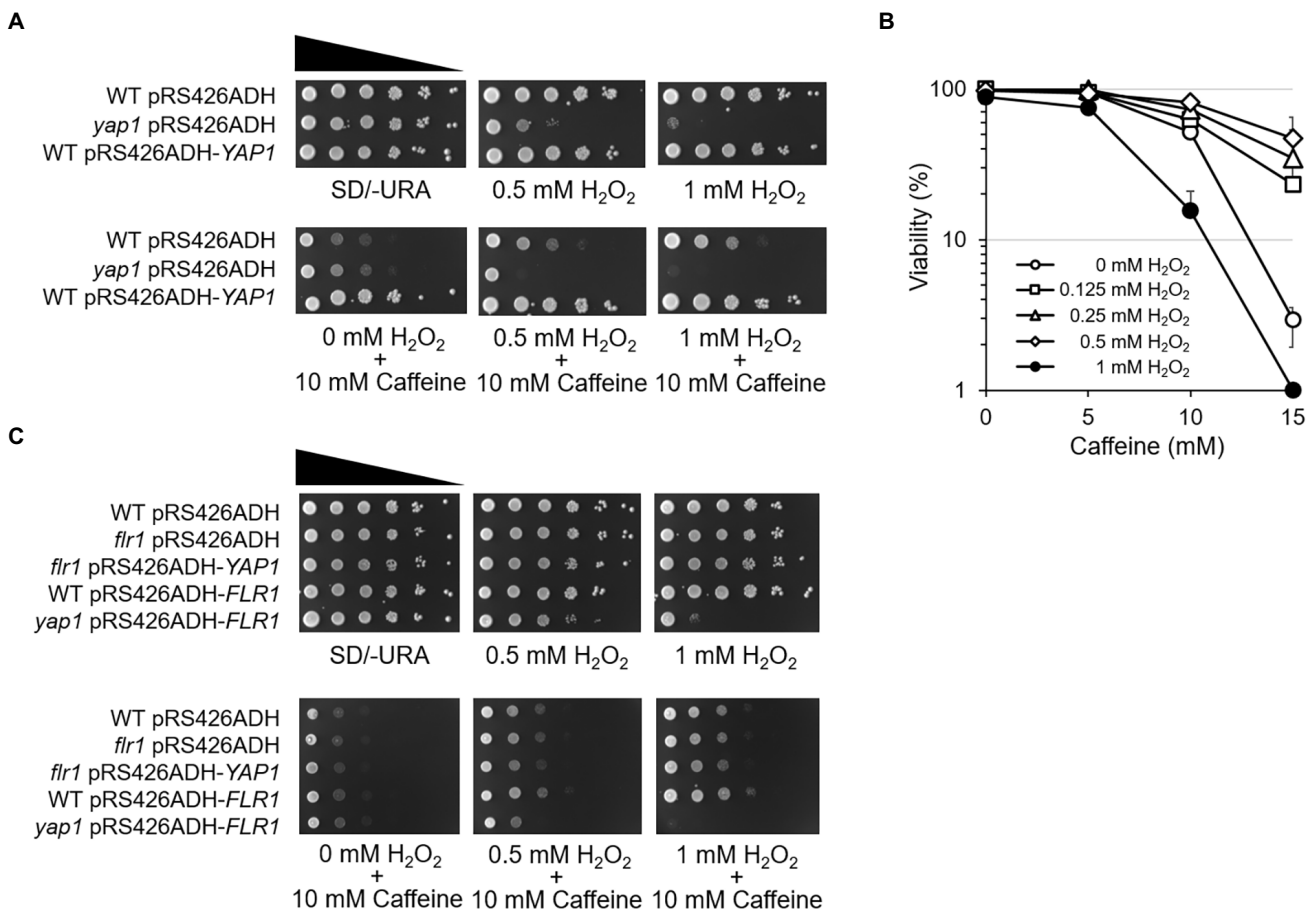
ROS signaling modulates cellular adaptation to caffeine. **(A)** 10-fold serial dilutions of yeast mutant strains were spotted on SD/-URA media in the presence of caffeine with or without H_2_O_2_ and incubated for 3 days at 30°C. **(B)** Cell viability in the presence of caffeine was measured by counting CFUs on YEPD plates with or without H_2_O_2_. **(C)** 10-fold serial dilutions of yeast mutant strains were spotted on SD/-URA media in the presence of the caffeine with or without H_2_O_2_ and incubated for 3 days at 30°C.

To consolidate the notion that ROS signaling renders cell adaptation to caffeine, cell viability was analyzed using a CFU counting assay. When 100 of WT cells were spread onto 15 mM caffeine-containing plates, only ~ 2% were viable (Figure 6B). Interestingly, the viability increases as higher concentrations of H_2_O_2_ are treated with caffeine, and reached up to ~ 60% with 0.5 mM H_2_O_2_. However, cells are no longer viable with 1 mM H_2_O_2_ on plates containing 15 mM caffeine.

Next, spotting analysis was carried out with *flr1* mutants and Flr1 overexpression strains to address whether Flr1 is involved in ROS-mediated caffeine adaptation. Surprisingly, we found that H_2_O_2_-induced caffeine adaptation still occurs in the absence of *FLR1* (Figure 6C). Yap1 overexpression does not make *flr1* mutants more resistant to caffeine when treated with H_2_O_2_ compared to WT or *flr1* mutant cells, although *flr1* mutant survives caffeine toxicity better with H_2_O_2_ than without H_2_O_2_. However, *yap1* mutants display no adaptation even with Flr1 overexpression. These results suggest that Yap1, but not Flr1, is essential for oxidative stress-mediated cellular adaptation to caffeine toxicity.

### Reciprocal crosstalk between ROS signaling and caffeine resistance

Caffeine has potential antioxidant activity, protecting cells against oxygen radicals and repairing some oxidative damages (Devasagayam et al., 1996; Vieira et al., 2020). Since several toxic drugs are known to trigger ROS production in the cell and many transporters responsible for multidrug resistance belong to oxidative stress-responsive regulons, we next investigated the possible roles of caffeine in the regulation of oxidative stress and the accompanying DNA damages and mutagenesis (Chung, 2021).

When the intracellular ROS level was measured using flow cytometry with H_2_DCFDA, a cell-permeant indicator for general oxidative stress, we found that the amount of ROS in WT cells increases significantly when treated with higher concentrations of H_2_O_2_ (Figure 7A). However, co-treatment of 25 mM caffeine with 6 mM H_2_O_2_ dramatically reduces ROS levels from 82.4 to 37.6%, although caffeine on its own shows almost no change in ROS level (1.9%).

**Figure 7:**
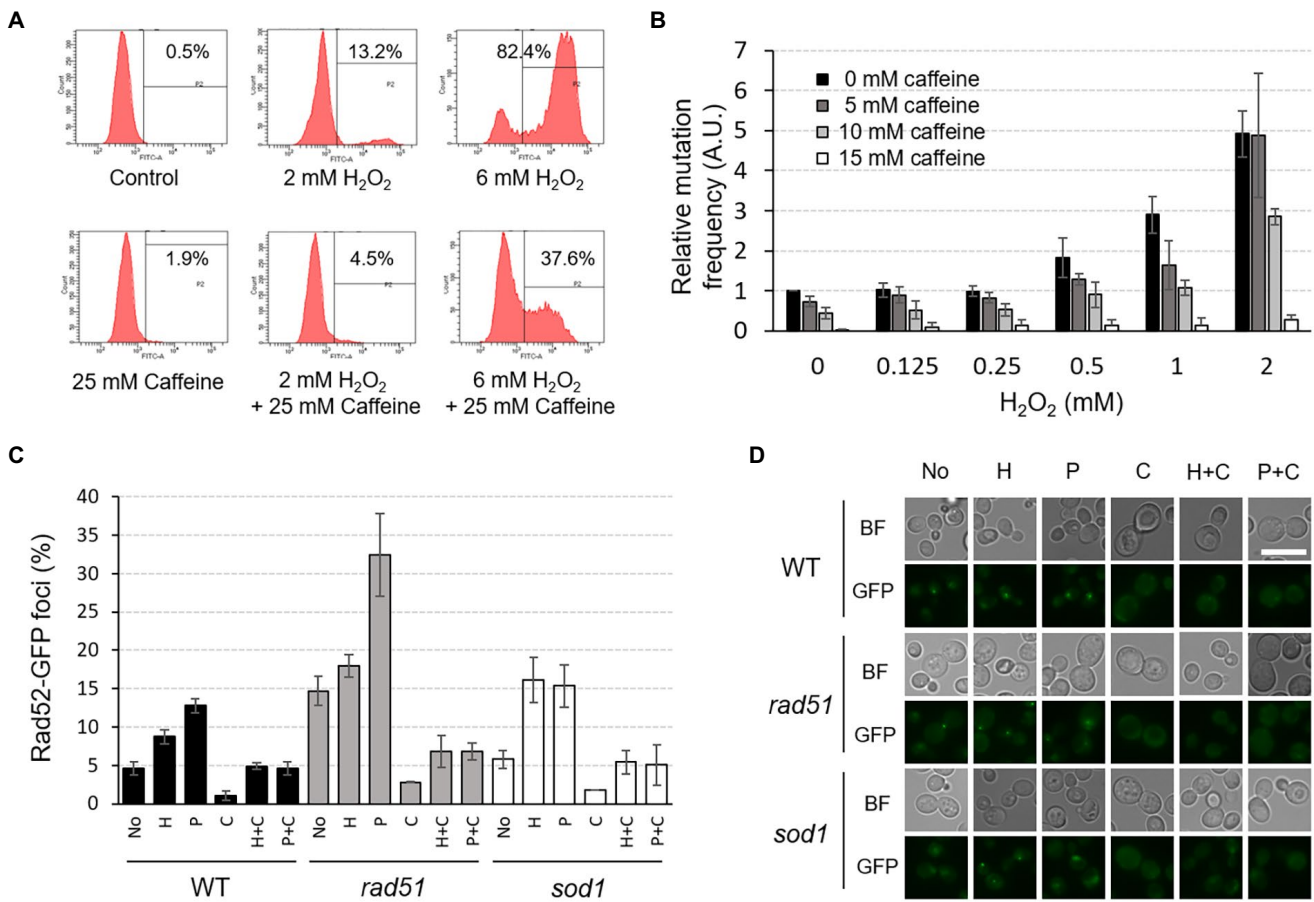
Caffeine reduces intracellular ROS level, mutation rates, and Rad52-GFP foci formation induced by H_2_O_2_ or phleomycin treatment. **(A)** The intracellular ROS level was measured by FACS analysis under the indicated conditions. Cells were treated with H_2_O_2_ and/or caffeine for 2 h prior to ROS detection. P2 percentage indicates the proportion of cells with an increased production of ROS, emitting above the background levels of DCF fluorescence. Averages from three independent experiments are presented. **(B)** Relative mutation frequency was measured by *CAN1* forward-mutation assay in response to various concentrations of H_2_O_2_ with or without caffeine treatment. **(C)** The proportion of cells containing Rad52-GFP foci was determined under the indicated conditions of H_2_O_2_ (H), phleomycin (P), and caffeine (C) in WT, *rad51*, and *sod1* mutant strains. **(D)** Fluorescent microscopy of Rad52-GFP foci analyzed in (C). White scale bar corresponds to 10 μm. BF, bright field.

To test whether caffeine directly affects genome stability, we measured spontaneous mutation frequency using *CAN1* forward-mutation assay with or without H_2_O_2_ and caffeine. Consistent with our previous observations, mutation rates of WT cells start to increase from 0.5 mM concentration of H_2_O_2_ and reached up to five times at 2 mM H_2_O_2_ treatment compared to those with no treatment (Yi et al., 2016; Figure 7B). However, when cells are treated with caffeine together with H_2_O_2_, the mutation rates decrease in a concentration-dependent manner, and the rate with 15 mM caffeine is about 100-fold lower than that of the untreated WT. The increased mutation rate with 2 mM H_2_O_2_ decreased significantly to ~ 95% with 15 mM caffeine compared with no caffeine treatment. Caffeine seems to remove ROS and successfully mask its harmful effects on mutagenesis.

The number of Rad52-GFP foci in the nucleus, an indicator of accumulated DNA damage including DSBs, also decreases significantly when cells are treated with caffeine (Figures 7C,D). The foci formation induced by H_2_O_2_ or phleomycin is inhibited efficiently when treated together with caffeine, and similar results appeared in cells lacking Rad51 or Sod1, showing increased intracellular DSBs or ROS, respectively. All these observations reveal that caffeine acts as a strong antioxidant and protects cells from potential genome instability and mutagenesis by inhibiting the generation of DNA lesions.

Taken together, our results coherently indicate reciprocal crosstalk between oxidative stress response and caffeine metabolism (Figure 8). Yap1 activation by elevated ROS levels and the subsequent induction of its downstream target genes, undoubtedly including Flr1, confer cells resistance to caffeine toxicity, and inversely, appropriate doses of caffeine play important roles in the removal of deleterious oxidants from cells and the protection of chromosomes from ROS-mediated damage and accompanying mutagenesis.

**Figure 8:**
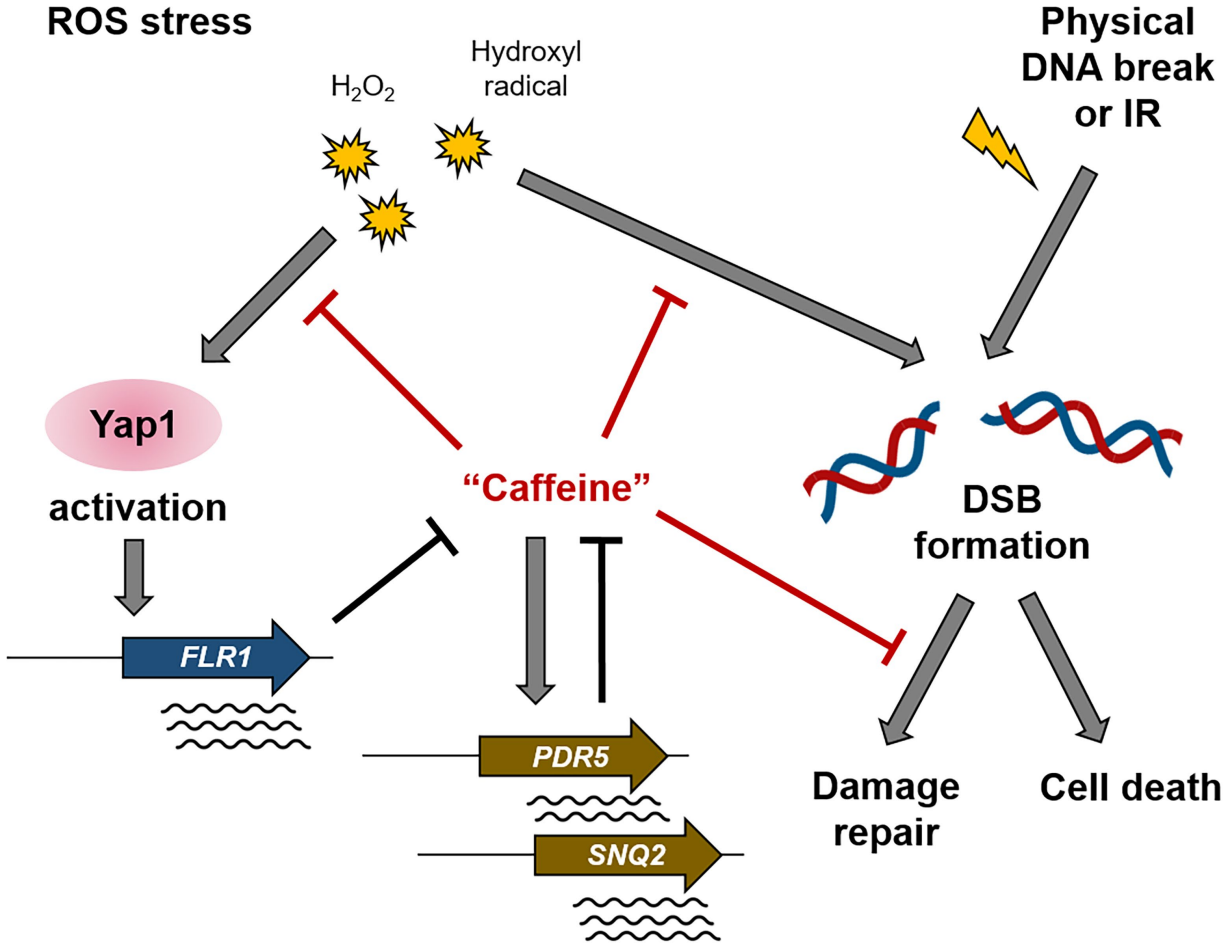
A schematic diagram illustrating the mechanism of action of caffeine in Yap1-dependent ROS signaling and DNA damage response. The ROS-induced Yap1 activation protects cells from caffeine toxicity, and caffeine reduces intracellular ROS level, DNA damage, and mutation rates. Controversially, caffeine disturbs several steps of DSB repair pathway.

## Discussion

Caffeine elicits well-documented cytotoxic effects to bacteria and various eukaryotic cells including yeast and humans, inactivating a lot of important cellular activities. Caffeine abolishes DNA damage-induced cell cycle arrest by inhibiting DNA damage response (DDR) signaling pathway orchestrated by the sensor kinases, ATM and ATR, and perturbs multiple steps in DNA damage repair pathways (Blasina et al., 1999; Sarkaria et al., 1999; Tsabar et al., 2015b). In this study, however, we addressed several possible beneficial roles of caffeine that maintains chromosomal fidelity by reducing intracellular ROS level and inhibiting DSB formation and mutagenesis. We showed that Yap1 and its target gene *FLR1* are the key mediators of regulatory crosstalk between ROS signaling and cellular resistance to caffeine.

Although the export of a wide range of structurally and functionally unrelated drugs out of the cell by a single transporter is still open to debate, our results demonstrate that Flr1, previously known as an efflux pump of fluconazole, diazaborine, and methotrexate, is also highly involved in caffeine detoxification. The exact mechanism of its involvement in caffeine tolerance is not clarified, but the process might be related to the regulation of physiological conditions such as cellular redox state or metal concentrations since Yap1, a highly conserved transcription factor for oxidative stress response and cadmium resistance, is required for the induction of *FLR1* expression (Wemmie et al., 1994; Alarco et al., 1997; Kuge et al., 2001; Figure 2).

Flr1 is a yeast representative of the major facilitator superfamily (MFS) of multidrug resistance. 

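In the R64 reference genome of *S. cerevisiae*, *FLR1* (YBR008C) lies on the minus strand of chromosome II from 252563 to 254209. The 500 bp upstream of its start codon hold 3 matches to the Yap1-responsive element, taken as TTACTAA or TGACTAA on either strand, and the 1000 bp upstream hold no more. A TGACTAA on the opposite strand lies at 254351 to 254357, 142 to 148 bp from the start codon. Another TGACTAA, on the strand of the gene, lies at 254370 to 254376, and a TTACTAA on the same strand lies at 254568 to 254574, 359 to 365 bp from the start codon. *ATR1* (YML116W) and *YCF1* (YDR135C) each have 1 match within 500 bp, at 403 to 409 bp and at 157 to 163 bp. Within this window, 1022 genes in the deposited lists have a match.

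**Figure D2:**
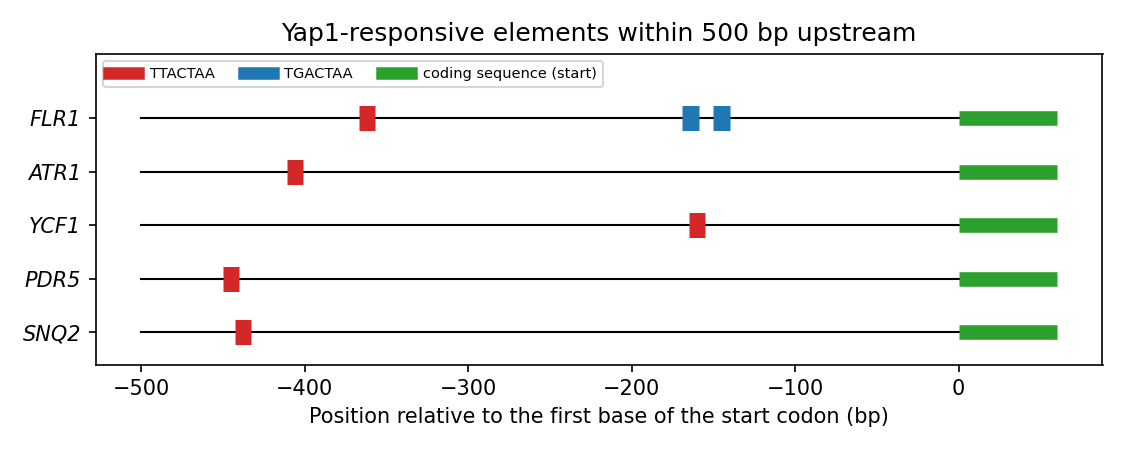
Matches to TTACTAA and TGACTAA on either strand within 500 bp upstream of the start codon in the R64 reference, with the position relative to the start codon in bp on the horizontal axis. *FLR1* has 3 matches and the other 4 genes have 1 each. The marks are drawn slightly wider than the elements.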

The promoter region of *FLR1* contains three Yap1-responsive elements (YREs), each with differential binding activity to Yap1 (Nguyên et al., 2001). Therefore, the transcription of *FLR1* is induced by oxidizing agents such as H_2_O_2_, diamide, diethylmaleate, and even the alkylating agent methyl methanesulfonate (MMS), which stalls replication forks leading to DNA DSBs.

In fact, a number of oxidative stress regulons are responsible for the expression of the multidrug resistance system including ABC transporters. A total of 22 genes encode ABC transporters in the *S. cerevisiae* genome and many of them are crucial for adaptation to environmental stresses (Paumi et al., 2009). Among them, two major caffeine efflux pumps, Pdr5 and Snq2, and a Yap1-dependent cadmium transporter, Ycf1, have been reported to be commonly involved in both multidrug resistance and the oxidative stress response (Buechel and Pinkett, 2020). 

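In R64, *PDR5* (YOR153W, chromosome XV, plus strand from 619840 to 624375) has a TTACTAA at 619392 to 619398, 442 to 448 bp upstream of the start codon. *SNQ2* (YDR011W, chromosome IV, plus strand from 465919 to 470424) has a TTACTAA at 465478 to 465484, 435 to 441 bp upstream. Within 1000 bp, each gene has a further match. This is a TTACTAA 691 to 697 bp upstream of *PDR5* and a TGACTAA 528 to 534 bp upstream of *SNQ2*.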

Miyahara et al. (1996) have shown that both *PDR5* and *SNQ2* have one YRE sequence in their promoter regions. This is plausible because many toxic drugs could trigger ROS accumulation in the cell.

However, our QuantSeq analysis and several studies with mutants revealed that the expression of neither *PDR5* nor *SNQ2* seems to be regulated by Yap1, and *FLR1* is the only strong target of Yap1 activation among the potential candidates responsible for caffeine resistance (Figures 2, 5). 

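In the QuantSeq data, *PDR5* had 28.7 ± 7.74 CPM in WT with empty vector, 21.5 ± 4.85 CPM in the *yap1* mutant and 24.7 ± 2.5 CPM in the Yap1 overexpression strain (SD, n = 3 in each group). Its log2 fold change was -0.41 in the mutant (standard error 0.22, adjusted p = 0.547 from the edgeR test) and -0.21 under overexpression (standard error 0.22, adjusted p = 0.793). *SNQ2* had 33.2 ± 6.76, 30.7 ± 6.83 and 43.3 ± 4.23 CPM in the same groups (SD, n = 3). Its log2 fold change was -0.11 in the mutant (standard error 0.20, adjusted p = 0.847) and 0.38 under overexpression (standard error 0.20, adjusted p = 0.579), and all 3 libraries of the overexpression strain lay above those of WT with empty vector. *PDR5* under overexpression was above 0 without replicate 1 of WT with empty vector (0.05), and *SNQ2* in the mutant was without replicate 1 of the mutant (0.05). None of these values passed the threshold in the 4 alternatives run for single genes or with a library left out. Between the mutant and the overexpression strain, the log2 fold change was -0.20 for *PDR5* (standard error 0.22) and -0.50 for *SNQ2* (standard error 0.20, adjusted p = 0.497 from the edgeR test).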

In *S. cerevisiae*, 9 proteins, including Pdr5, and Snq2, have been identified as pleiotropic drug resistance (PDR) protein subfamily members, but Flr1 does not belong to that subfamily (Prasad and Goffeau, 2012). It is possible that the transcriptional induction of *PDR5* and *SNQ2* is also dependent on Yap2, a functional homolog of Yap1 with overlaps in oxidative and metal stress response, but with gene targets that are distinct from Yap1, especially during oxidative stress (Stephen et al., 1995; Buechel and Pinkett, 2020).

The reason why Pap1-impaired *S. pombe* cells are sensitive to caffeine is that the expression of the efflux pump Hba2 is significantly reduced in the absence of Pap1 (Calvo et al., 2009). Excessive production of ABC transporter Caf5 also enhances caffeine resistance in a Pap1-dependent manner. What can be the functional counterparts of Hba2 or Caf5 in *S. cerevisiae*? 

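The 26 genes of the list of Yap1 targets had a median log2 fold change of 1.74 in the Yap1 overexpression strain, and all 26 were higher. As a set they were higher by camera (adjusted p = 1.76e-37) and by fry (adjusted p = 1.06e-06). Of the 30 genes called higher, 13 were on this list and 22 had a YRE within 500 bp of the start codon. The genes with the largest rises were *FRM2* (log2 fold change 6.91, standard error 0.55), *YKL071W* (6.51), *AAD4* (5.64), *OYE3* (5.15) and *YAP1* itself. Without replicate 2 of WT with empty vector, *YKL071W* (6.76) rose more than *FRM2* (6.40). *AAD4* belongs to a family of similar genes, so reads with multiple alignments leave its value uncertain. The 2 genes called lower were *URA3* (log2 fold change -1.48, standard error 0.18, adjusted p = 0.00243 from the edgeR test) and *YOL085C* (-1.29, standard error 0.21, adjusted p = 0.0186). *URA3* is the marker of the plasmid. The call of *YOL085C* was lost when any library of the overexpression strain was left out. It was also lost with scaling by library size only (log2 fold change -0.91, adjusted p = 0.1055 from the edgeR test). The 1013 tested genes with a YRE within 500 bp had a median of 0.05 (adjusted p = 0.0882 by camera and 0.0458 by fry). The MFS transporters (median 0.05) were called by camera (adjusted p = 0.0312) and by fry (adjusted p = 0.03), with 12 of 21 genes higher. This set holds *FLR1* and *ATR1* (log2 fold changes 4.39 and 2.30), and no other gene of it was called. The set was not tested without them, so the call does not show a rise of the family. The cell wall genes were called by camera (median 0.33, adjusted p = 0.0348) and not by fry. The ABC transporters (adjusted p = 0.89) and the ribosomal protein genes (adjusted p = 0.297) were not called. Of the 16 genes that the paper names for their expression, 5 were called higher in the Yap1 overexpression strain, 1 was called in the *yap1* mutant and 7 were called with caffeine, over all genes and adjusted over the list alone.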

We presented several RT-PCR and QuantSeq data showing that the transcription of *FLR1*, *ATR1*, and *YCF1* is clearly induced by Yap1, but none of them are actually required for caffeine resistance (Figures 2, 5A). Overexpression of *FLR1* fails to confer cells with as much resistance to caffeine as overexpression of Yap1 (Figures 2B, 3B). Most importantly, however, overexpression of Yap1 shows an obvious caffeine resistant effect only in the presence of Flr1, indicating that other unknown Yap1 target proteins could work for caffeine tolerance together with Flr1 (Figure 2B). Interestingly, overexpression of Yap1 also confers resistance to cerulenin, a potent inhibitor of fatty acid synthase through the Flr1 transporter, and this observation again demonstrates that the Yap1-Flr1 stress response system has a wide spectrum of detoxifying capability (Oskouian and Saba, 1999).

It has been reported that the *QDR3*, encoding another member of multidrug transporters in the MFS, is induced by 20 mM caffeine treatment and is also crucial for cellular resistance to cisplatin and bleomycin, DNA DSB-inducing reagents (Tenreiro et al., 2005; Kuranda et al., 2006). High-throughput microscopic screening by Tkach et al. (2012) showed that the level of spontaneous Rad52 foci is elevated in *atr1* null mutant. These observations suggest that the efficacy of caffeine efflux pumps is also highly involved in the protection or repair of deleterious DNA damages as well as protection against oxidative stress.

In this research, we provided strong evidence that a relatively moderate concentration of caffeine plays a role as an antioxidant, scavenging harmful ROS out of the cell, and pretreatment with H_2_O_2_ could provide adaptation to the cytotoxic effects of caffeine in a Yap1-dependent manner (Figure 6). Importantly, while Yap1 overexpression-mediated caffeine resistance required *FLR1*, H_2_O_2_-induced cellular adaptation to caffeine toxicity relied on the presence of Yap1, but not *FLR1* (Figures 2, 6). This implies that ROS-induced Yap1 activation could be somehow different from the overexpression of Yap1 in the transcriptional induction of Yap1 target genes, or it is probably because increased H_2_O_2_ might alter broader range of transcriptional profiles involved in caffeine tolerance than just a Yap1-related group of genes.

Consistent with the recent report by Czachor et al. (2020) that coffee infusions reduce Rad52-GFP foci formation almost by half, our results demonstrated that caffeine itself is effective in decreasing both DNA DSB damages and spontaneously occurring mutations (Figure 7). Caffeine inhibits the repair of damaged DNA by disturbing the correct operation of repair proteins and damage checkpoint signaling, but at the same time, caffeine attenuates cytotoxic effects by efficiently reducing intracellular ROS level in the earlier steps as well as damage-induced mutagenesis (Saiardi et al., 2005; Tsabar et al., 2015a, 2015b; Figure 8). Taken together, we conclude that caffeine regulates a variety of cellular metabolic processes as a double-edged sword; cells maintain well-balanced growth condition by reciprocal crosstalk between the effects of caffeine and the ROS signaling pathway, especially in a Yap1-dependent manner.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE214902.

## Author contributions

JC designed and performed almost all experiments. S-HH performed a part of experiments. W-HC designed the entire research and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Priority Research Centers Program through the National Research Foundation of Korea (NRF) funded by the Ministry of Education (NRF-2020R1A2C1011370 and 2016R1A6A1A03007648).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

The Supplementary material for this article can be found online at: https://www.frontiersin.org/articles/10.3389/fmicb.2022.1026780/full#supplementary-material

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

## Abbreviations

WT, Wild type
ROS: Reactive oxygen species
4-NQO: 4-Nitroquinoline-N-oxide
GFP: Green fluorescent protein
H_2_DCFDA: 2′,7′-dichlorodihydrofluorescein diacetate
TOR: Target of rapamycin
HR: Homologous recombination
DSB: Double-strand break
ATM: Ataxia-telangiectasia mutated
ATR: ATM-related
PDR: Pleiotropic drug resistance
ABC transporter: ATP-binding cassette transporter
CFU: Colony forming unit

# Supplementary material for: Yap1-mediated Flr1 expression reveals crosstalk between oxidative stress signaling and caffeine resistance in Saccharomyces cerevisiae
**Source:** Front Microbiol. 2022 Nov 23;13:1026780. doi: 10.3389/fmicb.2022.1026780
**Supplement:** Supplementary file 1

### Supplementary information

Strains used in this study are listed in Supplementary Table 1.

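The rows of the auxotrophic marker genes give a view of the strain in the deposited counts. Over all 13 libraries, *LEU2* and *MET17* had 0 counts, and a count of 0 allows up to 3 counts in a library. *LYS2* had 312 to 897 counts and *HIS3* had 744 to 1974 counts. The deletion of *HIS3* in this strain background removes part of the gene, and the counts do not show which part they come from. *URA3* had 0 counts in the 4 libraries without plasmid and 44722 to 146805 counts in the 9 libraries with a pRS426ADH plasmid, which carries this gene.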

**SupplementaryTable 1. Strain list**

| Strain name | Parental strain | Genotype | Reference |
| --- | --- | --- | --- |
| BY4741 | - | *MAT****a*** *his3*Δ1 *leu2*Δ0 *lys2*Δ0 *ura3*Δ0 |  |
| BY4742 | - | *MAT***α** *his3*Δ1 *leu2*Δ0 *lys2*Δ0 *ura3*Δ0 |  |
| yWH537  yWH1457  yWH1456  yWH1671  yWH1458  yWH1509 | BY4741  BY4741  BY4741  BY4742  BY4741  BY4741 | WT  *yap1::KANMX*  *skn7::KANMX*  *sod1::HIS3*  *tsa1::KANMX*  WT pRS426ADH | this study  this study  this study  this study  this study  this study |
| yWH1521  yWH1582  yWH1515  yWH1665  yWH2382  yWH2383 | BY4741  BY4741  BY4741  BY4741  BY4741  BY4741 | WT pRS426ADH*-YAP1-TAP*  WT pRS426ADH-*SKN7-TAP*  WT pRS426ADH-*SOD1-TAP*  WT pRS426ADH-*TSA1-TAP*  *pdr5::KANMX* pRS426ADH  *pdr5::KANMX* pRS426ADH-*YAP1-TAP* | this study  this study  this study  this study  this study  this study |
| yWH2384  yWH2385  yWH2464  yWH2465  yWH2488  yWH2489  yWH2490  yWH2491  yWH2509  yWH2510  yWH2533  yWH2546  yWH2568  yWH2576  yWH1510  yWH2572  yWH2580  yWH1464  yWH1463  yWH1579  yWH1885 | BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741  BY4741 | *snq2::KANMX* pRS426ADH  *snq2::KANMX* pRS426ADH-*YAP1-TAP*  *pdr5::KANMX snq2::NATMX* pRS426ADH  *pdr5::KANMX snq2::NATMX* pRS426ADH-*YAP1-TAP*  *flr1::KANMX* pRS426ADH  *flr1::KANMX* pRS426ADH-*YAP1-TAP*  *ycf1::KANMX* pRS426ADH  *ycf1::KANMX* pRS426ADH-*YAP1-TAP*  *atr1::KANMX* pRS426ADH  *atr1::KANMX* pRS426ADH-*YAP1-TAP*  *pdr5::KANMX snq2::NATMX*  *pdr5::HIS3MX snq2::NATMX flr1::KANMX*  WT pRS426ADH*-FLR1*  *flr1::KANMX* pRS426ADH-*FLR1*  *yap1::KANMX* pRS426ADH  *yap1::KANMX* pRS426ADH-*FLR1*  *pdr5::KANMX snq2::NATMX* pRS426ADH*-FLR1*  WT *YAP1-GFP-HIS3*  WT *RAD52-GFP-HIS3*  *rad51::LEU2 RAD52-GFP-HIS3*  *sod1::KANMX RAD52-GFP-HIS3* | this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study  this study |

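Each of the 10 primers for *ACT1*, *FLR1*, *PDR5*, *SNQ2* and *SOD1* has 22 bases and matches the R64 reference exactly 1 time, inside its gene. The *FLR1* pair spans 194 bp on chromosome II, from 252587 to 252780. The *PDR5* pair spans 256 bp on chromosome XV, from 620143 to 620398, and the *SNQ2* pair spans 203 bp on chromosome IV, from 467172 to 467374. The pairs for *ACT1* and *SOD1* span 166 and 160 bp.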

Primer sets used in this study are listed in Supplementary Table 2.

**SupplementaryTable 2. Primer sets**

| Primer name | Usage | Sequence | Reference |
| --- | --- | --- | --- |
| FLR1-RT-F1 | RT-PCR | CCGTTTTTGCAGGCAATGGTTT (22 mer) | This study |
| FLR1-RT-R1 | RT-PCR | TGTACGTAATGATGGCCCATAC (22 mer) | This study |
| SOD1-RT-F1 | RT-PCR | GAACGTGGGTTCCACATTCATG (22 mer) | This study |
| SOD1-RT-R1 | RT-PCR | CCACACCATTTTCGTCCGTCTT (22 mer) | This study |
| ACT1-RT-F1 | RT-PCR | TCTGCCGGTATTGACCAAACTA (22 mer) | This study |
| ACT1-RT-R1 | RT-PCR | TCATGGAAGATGGAGCCAAAGC (22 mer) | This study |
| PDR5-RT-F1 | RT-PCR | TTTTCTAGTGCCGCCTGGGTTA (22 mer) | This study |
| PDR5-RT-R1 | RT-PCR | CACCTGGGTTTAGGCAACCATC (22 mer) | This study |
| SNQ2-RT-F1 | RT-PCR | AACCGCGTTGACTGATCCAAAT (22 mer) | This study |
| SNQ2-RT-R1 | RT-PCR | TCTCTTGAGCCATCGATTCGTC (22 mer) | This study |

How the deposited data were processed for this re-analysis (not part of the article)

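The data are read counts per gene from QuantSeq 3′ mRNA-Seq libraries of *S. cerevisiae* BY4741. Caffeine-treated WT (50 mM, 1 h) and untreated WT had 2 libraries each, and WT with empty vector, the *yap1* mutant with empty vector and the Yap1 overexpression strain had 3 libraries each. The authors aligned the reads with Bowtie2 and counted them per gene with Bedtools over unique and multiple alignments. The deposited values are raw counts, 1 list per library, without normalization. The paper's text does not name the genome build or the gene annotation, and it gives edgeR, Student's test and ExDEGA for the comparison without a version. One further table in the series holds mouse genes and time points of another study and was not used.

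Counts were joined by gene name over both naming versions, and 69 renamed rows were joined by position only. Of the 7126 rows, 6129 were paired with a gene of the R64 reference, which was used for sequence matches, gene properties and neighbouring genes. Total counts per library ranged from 15508616 to 25609092. Intervals and limits derived from counts cover counting error only, since reads without molecular identifiers are not independent molecules. The spread between replicates was larger than counting error, with a biological coefficient of variation of 25.1% in the libraries without plasmid and 25.8% in the plasmid libraries.

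Fold changes and tests were computed with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization and the robust quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The 3 plasmid groups shared 1 fit of 9 libraries, and the 4 libraries without plasmid were fitted apart. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. Counts of genes by fold change alone (1.5-fold) came from the same model over all rows. CPM were computed with TMM normalization, and log2 CPM had a prior count of 1. Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, and with fry, over 6 sets and 3 comparisons (18 tests adjusted together). The sets are ABC transporters, MFS drug:H+ antiporters, Yap1 targets, cell wall genes, ribosomal protein genes and genes with TTACTAA or TGACTAA within 500 bp upstream of the start codon. The edgeR and DESeq2 1.42.0 tests and camera were tested on simulated data. With 200 changed genes, edgeR called 73.5% of them in the plasmid design and 52.5% in the design with 2 libraries per group, and other genes made up 8.12% and 5.41% of its calls. All simulated libraries had the same spread for each gene, so these rates need not hold for the real data. Camera recovered the raised set, and 2 and 1 of 50 unchanged sets had p under 0.05.

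The genes named are those the paper names for expression, and in each comparison up to 5 genes with the largest rise and 5 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 10 CPM and groups that do not overlap. Of the paper's genes, those that no statement beside the data concerns were given only as counts of calls. The alternatives were DESeq2, scaling by library size only, upper-quartile and quantile normalization, other filters on low counts, leaving out the 10 most abundant rows, a replicate block, a pseudocount of 1 on mean CPM, fits of only the 6 libraries compared, fry, a promoter window of 1000 bp, and each library left out in turn. The gene lists, the rule for naming genes and these alternatives were chosen before the data were examined. A limma voom fit with sample quality weights was chosen after the data were seen. Leaving out a library in the comparison with 2 libraries per group left 1 library in a group, so no test was made there.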

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

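The paper discusses transporter genes, and these 5 genes outside that discussion had the largest rise or fall in a comparison with all libraries. Scaling by library size only and upper-quartile normalization were among the alternatives chosen before the data were examined. The use of scaling as a test on these genes and the test of overlapping genes were chosen only after these results were seen. No biological explanation was tested for *SPG4*, *HO* and *FRM2*, and *COX17* is taken up with other mitochondrial genes under the other observations.

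With caffeine, *SPG4* had a log2 fold change of 7.36, from 3.06 ± 1.37 to 508 ± 111 CPM (SD, n = 2 in each group). *HO* had a log2 fold change of -4.85, from 203 ± 9.66 to 7.02 ± 1.72 CPM (SD, n = 2 in each group). Scaling of the libraries does not account for either, since over 4 scalings the value nearest to 0 was 7.36 for *SPG4* and -4.46 for *HO*. For reads shared with another gene, 0 annotated genes overlap either gene. This check, also used below for *COX17* and *FRM2*, covers annotated gene spans only. It does not exclude reads from a neighbour that extend beyond its span. A response to caffeine stays open as a hypothesis.

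In the *yap1* mutant, *COX17* had a log2 fold change of 1.71, with 4829 to 5001 counts against 931 to 1761 in WT with empty vector. The value nearest to 0 over 4 scalings was 1.69, and 0 annotated genes overlap it. In the Yap1 overexpression strain, *FRM2* had a log2 fold change of 6.91, from 0.582 ± 0.411 to 69.1 ± 7.3 CPM (SD, n = 3 in each group). The value nearest to 0 over 4 scalings was also 6.91, and 0 annotated genes overlap it. The value of *FRM2* ran from 6.40 to 7.57 with each library left out in turn. The loss and the excess of Yap1 stay open as hypotheses for these changes.

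*URA3* had a log2 fold change of -1.48 in the Yap1 overexpression strain, with 2144 ± 115 CPM against 5961 ± 573 CPM in WT with empty vector (SD, n = 3 in each group). Its value nearest to 0 over 4 scalings was -1.01. The 4 libraries without plasmid had 0 counts on this gene, so its counts come from the plasmid, and the value concerns the marker of the plasmid. *YOL085C*, also lower in this strain, had at most 6.06 CPM (here without TMM normalization) in the libraries without plasmid and 53.9 to 203 in those with a plasmid. Reads from the vector on *YOL085C* cannot be told apart from its own reads, because the counts do not show where in the gene they lie. A difference in plasmid number may underlie the fall of *URA3*, and plasmid number was not measured.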

How the results depend on the processing

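The fit with sample quality weights was chosen after seeing the data. Where a value changed and no reason is given, the cause was not tested.

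The rise of *PDR5* and *SNQ2* with caffeine and of *FLR1*, *ATR1* and *YCF1* in the Yap1 overexpression strain kept its direction and its side of the threshold in the 4 alternatives run for single genes (library size only, upper quartile, replicate block and DESeq2). The same held for the 3 genes in the Yap1 overexpression strain with each library left out. *FLR1* ranked 1 among the transporters in these fits. The other fits were examined only for counts of genes. With 1 library left out of the caffeine comparison, the log2 fold change was 2.35 to 2.94 for *PDR5* and 1.23 to 2.01 for *SNQ2*, and the change in the ratio of their counts was 1.91 to 2.203. No test was made there, since a group was left with 1 library. Over the alternatives with all libraries, 1457 to 2181 genes were higher with caffeine and 1086 to 1966 were lower.

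With scaling by library size only, the median log2 fold change of all genes was 0.37 with caffeine, 0.36 in the *yap1* mutant and 0.45 in the Yap1 overexpression strain. Changes under it are relative to these medians. The larger share of rRNA rows in WT with empty vector goes with the medians of both plasmid comparisons. With caffeine the share was higher in the treated libraries (22.7% to 27.4%, against 14.7% to 18.45%), so it does not account for that median. Higher genes made up 66.8% of the calls with caffeine, against 48.5% under TMM. For the *yap1* mutant, 285 genes were higher and 2 lower by adjusted p, and 2118 and 162 by fold change. In the Yap1 overexpression strain, the numbers were 266 and 1 by adjusted p, and 2563 and 92 by fold change. Among the named genes in the *yap1* mutant, *FLR1* (0.066), *ATR1* (0.066), *PDR5* (0.033) and *SNQ2* (0.29) changed direction, as did *PDR5* in the Yap1 overexpression strain (0.30). These 5 values lie below the median of all genes, so they do not show a rise of these genes relative to the others.

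With DESeq2, 90 genes were higher and 41 lower in the *yap1* mutant, and 84 and 9 in the Yap1 overexpression strain, and the genes called by edgeR remained among them. On the simulated counts, DESeq2 called 37 unchanged genes among the plasmid libraries, against 13 for edgeR. It called 165 of the 200 changed genes there, against 147 for edgeR. With at least 10 counts in every library, 2 genes were higher and 0 lower in the *yap1* mutant, with 663 at an unadjusted p under 0.05. This filter removes *YAP1*, the gene called lower, which had 2 to 22 counts in the mutant, so the 0 is not a lost call. With only the 6 libraries compared, 0 genes were higher and 0 lower in the *yap1* mutant (479 at an unadjusted p under 0.05). In the Yap1 overexpression strain, 20 were then higher and 1 lower. This fit has fewer libraries from which to estimate the spread. With sample quality weights, 14 genes were higher and 5 lower in the *yap1* mutant, and 40 were higher and 4 lower in the Yap1 overexpression strain.

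By mean CPM with a pseudocount of 1, 416 genes were higher and 125 lower by over 1.5-fold in the *yap1* mutant, and 346 and 64 in the Yap1 overexpression strain, since the pseudocount draws genes with few counts toward 0. With quantile normalization, 442 genes were lower in the Yap1 overexpression strain. Over genes with at least 10 counts in every library, the correlation of the 2 comparisons was 0.54. The simulations of unchanged groups had a median of 0.50 there and a highest value of 0.53. They gave all plasmid libraries the same spread, so they do not decide whether 0.54 is beyond chance.

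With a replicate block, 1 gene was higher and 0 lower in the *yap1* mutant (605 at an unadjusted p under 0.05), and *ATR1* passed the threshold with caffeine (adjusted p = 0.0254, over a range of 0.0254 to 0.236). The replicate numbers do not pair the plasmid libraries, where the correlations of the 9 same-numbered pairs ran from -0.25 to 0.18. For the libraries without plasmid, the single value was 0.406, which leaves pairing undecided, and the block gave 1903 genes higher and 1966 lower with caffeine.

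For the gene sets, the adjusted p under fry was 0.0697 for the cell wall genes with caffeine. For the *yap1* mutant it was 0.058 for the Yap1 targets, 0.192 for the cell wall genes, 0.192 for the ABC transporters and 0.635 for the ribosomal protein genes, and the MFS transporters changed direction (0.961). In the Yap1 overexpression strain it was 0.296 for the cell wall genes and 0.0458 for the genes with a YRE, and the ABC transporters changed direction (0.635). With library size only, the adjusted p was 0.14 for the ABC transporters in the *yap1* mutant and 0.0313 for the genes with a YRE in the Yap1 overexpression strain, where the ABC transporters (0.667) and the ribosomal protein genes (0.989) changed direction. A window of 1000 bp left the genes with a YRE uncalled.

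Leaving out each library in turn gave 1 to 77 genes higher and 0 to 23 lower in the *yap1* mutant. In the Yap1 overexpression strain it gave 20 to 100 higher and 1 to 12 lower. Replicate 2 of WT with empty vector decided the upper ends, and the genes called with it remained called without it. By fold change, 647 to 1135 genes were higher in the *yap1* mutant, and 717 to 1103 were higher and 258 to 397 lower in the Yap1 overexpression strain, with the upper ends without replicate 3 of WT with empty vector. The log2 fold change in the *yap1* mutant ran from -0.035 to 0.061 for *YCF1*, below 0 without replicate 1 of the mutant or replicate 3 of WT with empty vector. It ran from -0.26 to 0.054 for *SNQ2*, above 0 without replicate 1 of the mutant. That of *PDR5* in the Yap1 overexpression strain ran from -0.35 to 0.047, above 0 without replicate 1 of WT with empty vector.

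Over the named genes and the alternatives with a test, 257 values kept direction and side, 25 were weaker, 9 reversed and 1 was stronger. With 1 library left out of the caffeine comparison, where no test was made, 56 values stayed within the spread between replicates and 16 moved beyond it.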

Differences from the paper's values

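The paper gives at least 7 multidrug transporter genes higher by over 1.5-fold with caffeine, and 18 of the 43 genes listed here were, which meets that lower bound. Of the alternatives set before the data were examined, the 4 that were run for this count and the fits with 1 library left out also gave more than 7, with 15 to 24 genes. The list used here was not made from the paper's set of transporters. Of the 10 genes of the pleiotropic drug resistance subfamily, 6 were higher.

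By fold change, the paper counts a larger share of genes as higher in the Yap1 overexpression strain than in the *yap1* mutant. The shares here were 9.72% and 10.05%, and their order depended on the setting. Among the settings with both shares, the paper's order was reached with upper-quartile normalization (10.1% against 9.47%) and with scaling by library size only (36.0% against 29.7%). It was also reached without replicate 2 of WT with empty vector (11.7% against 9.75%). The fits without a library of the mutant or of the overexpression strain gave the share of that strain only, so their order was not compared. By adjusted p, 30 and 4 genes were higher, and this order too depended on the setting, with 84 and 90 under DESeq2 and 266 and 285 with library size only.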

Other observations

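The tests on mitochondrial genes, on the second library of WT with empty vector and on *YOL085C* were chosen only after the results were seen, and those on *CYC1*, the marker genes and other splits of the libraries were chosen before.

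Of the 10 splits of the 6 libraries of WT with empty vector and the *yap1* mutant into groups of 3, only the real one (1 of 10) gave as many genes with an adjusted p under 0.05. The same held for the Yap1 overexpression strain (1 of 10). With 10 splits, this share cannot be under 0.1. The real splits had 5 and 32 genes called, the same numbers as in the fit of 9 libraries. With only the 6 libraries compared, 0 genes were called in the *yap1* mutant, so any split would give as many there. In the Yap1 overexpression strain, 20 genes were higher and 1 lower in that fit.

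Replicate 2 of WT with empty vector stood apart from the other plasmid libraries. On the first principal component (39.0% of the variance) it lay at 70.8, with the other 8 between -16.7 and 0.495, and *ADH1* had 255 CPM in it, against 1968 and 2300 in the other 2. A mislabelled library of the other strains does not account for it, since *YAP1* had 28.0 CPM, near the 33.8 and 43.1 of the others. GC content and gene length explained 2.43% of its deviation. Low counts do not account for it, since over 4636 genes with at least 100 counts in every library the SD of its deviation was 0.770, against 0.428 and 0.481 in the other 2. Counting with the other annotation version does not account for it. The untreated libraries share that version, so their difference from the Yap1 overexpression strain would follow its deviation with a slope of 0.650, allowing for replicate noise. Over 4634 genes the slope was 0.0122, against 0.205 and -0.298 for the deviations of the other 2 libraries. The SD was 1.02 over genes whose names are the same and 1.13 over 159 renamed genes. A difference in the culture was not tested.

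Of the mitochondrial ribosomal protein genes, 65 of 66 were higher in the *yap1* mutant, with a median log2 fold change of 0.58, against -0.06 in the Yap1 overexpression strain. The list was made after *MNP1* and *COX17* were seen. The shared WT libraries do not account for this, since against the Yap1 overexpression strain the median was 0.62. Over 4 scalings the smallest median was 0.57, with 1 library left out the lowest was 0.54, and the median was at percentile 100 of 10000 lists matched by gene length. Less decay of mRNAs that carry a motif bound by Puf3 was tested as a cause. Genes with the motif outside the list had a median higher by 0.10 (permutation p = 0.0001, the smallest these permutations can give), and the difference for the reversed motif was -0.00022. By number of motifs, the medians were -0.00 for 0, 0.12 for 1, 0.30 for 2 and 0.52 for 3 or more (8 genes). These medians cover all genes, with the list that prompted the test, so the trend is not an independent test. *PUF3*, chosen after its values were seen, had a log2 fold change of -0.97 (standard error 0.29, adjusted p = 0.255 from the edgeR test). The genes with the motif outside the list still include *COX17*, *MNP1*, *HSP10* and *MDM35*, and the permutation treats genes as independent. A general rise of mitochondrial genes could also give such a difference, so it does not decide for less decay. A list of respiratory chain genes was made by the name prefixes COX, ATP, QCR, SDH, CYT and CYC. A prefix does not show that a gene belongs to the chain, and the list includes *COX17*, which prompted the test. Its genes without the motif were also higher, with a median of 0.49, which argues against less decay as the whole cause. The list as a whole had a median of 0.51 (59 of 62 higher). Higher expression of mitochondrial genes in general without Yap1 may underlie the pattern, as a hypothesis found and tested on the same data. A difference in growth state between cultures was not tested.

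The paper prints a genotype for BY4741 in which *LYS2* is disrupted. The lowest *LYS2* count over the 13 libraries was 312 and *MET17* had 0 counts in all, so a strain that lacks *MET17* and carries *LYS2* is a candidate explanation.

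The *YAP1* plasmid transcript may be counted in part on *CYC1*, whose terminator is in vectors of this type. The log2 fold change of *CYC1* in the Yap1 overexpression strain was 0.14. This does not decide it, because WT with empty vector carries the same terminator.

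Of the 30 genes called higher in the Yap1 overexpression strain, 29 were tested with caffeine. Of these, 11 were higher and 3 lower, with a median log2 fold change of 0.62 and values from -1.36 to 5.88. The 25 tested genes of the list of Yap1 targets had a median of 0.19 with caffeine (adjusted p = 0.415 by camera and 0.058 by fry), and 15 of them were higher.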
